# Pyruvate dehydrogenase complex and lactate dehydrogenase are targets for therapy of acute liver failure

**DOI:** 10.1016/j.jhep.2018.03.016

**Published:** 2018-08

**Authors:** Rosa Ferriero, Edoardo Nusco, Rossella De Cegli, Annamaria Carissimo, Giuseppe Manco, Nicola Brunetti-Pierri

**Keywords:** Pyruvate dehydrogenase complex, Lactate dehydrogenase, Acute liver failure, Galloflavin

## Abstract

**Background & Aims:**

Acute liver failure is a rapidly progressive deterioration of hepatic function resulting in high mortality and morbidity. Metabolic enzymes can translocate to the nucleus to regulate histone acetylation and gene expression.

**Methods:**

Levels and activities of pyruvate dehydrogenase complex (PDHC) and lactate dehydrogenase (LDH) were evaluated in nuclear fractions of livers of mice exposed to various hepatotoxins including CD95-antibody, α-amanitin, and acetaminophen. Whole-genome gene expression profiling by RNA-seq was performed in livers of mice with acute liver failure and analyzed by gene ontology enrichment analysis. Cell viability was evaluated in cell lines knocked-down for PDHA1 or LDH-A and in cells incubated with the LDH inhibitor galloflavin after treatment with CD95-antibody. We evaluated whether the histone acetyltransferase inhibitor garcinol or galloflavin could reduce liver damage in mice with acute liver failure.

**Results:**

Levels and activities of PDHC and LDH were increased in nuclear fractions of livers of mice with acute liver failure. The increase of nuclear PDHC and LDH was associated with increased concentrations of acetyl-CoA and lactate in nuclear fractions, and histone H3 hyper-acetylation. Gene expression in livers of mice with acute liver failure suggested that increased histone H3 acetylation induces the expression of genes related to damage response. Reduced histone acetylation by the histone acetyltransferase inhibitor garcinol decreased liver damage and improved survival in mice with acute liver failure. Knock-down of PDHC or LDH improved viability in cells exposed to a pro-apoptotic stimulus. Treatment with the LDH inhibitor galloflavin that was also found to inhibit PDHC, reduced hepatic necrosis, apoptosis, and expression of pro-inflammatory cytokines in mice with acute liver failure. Mice treated with galloflavin also showed a dose-response increase in survival.

**Conclusion:**

PDHC and LDH translocate to the nucleus, leading to increased nuclear concentrations of acetyl-CoA and lactate. This results in histone H3 hyper-acetylation and expression of damage response genes. Inhibition of PDHC and LDH reduces liver damage and improves survival in mice with acute liver failure. Thus, PDHC and LDH are targets for therapy of acute liver failure.

**Lay summary:**

Acute liver failure is a rapidly progressive deterioration of liver function resulting in high mortality. In experimental mouse models of acute liver failure, we found that two metabolic enzymes, namely pyruvate dehydrogenase complex and lactic dehydrogenase, translocate to the nucleus resulting in detrimental gene expression. Treatment with an inhibitor of these two enzymes was found to reduce liver damage and to improve survival.

## Highlights

• Pyruvate dehydrogenase complex (PDHC) and lactate dehydrogenase (LDH) translocate to the nucleus in injured liver cells.
• Increased nuclear PDHC and LDH induce increased nuclear acetyl-CoA and lactate, histone hyper-acetylation, and damage response gene expression.
• Inhibition of histone acetylation or inhibition of PDHC and LDH reduce damage and inflammation in injured livers.
• Galloflavin inhibits both PDH and LDH and protects from damage and mortality induced by hepatotoxins.

## Introduction

Acute liver failure is a rapidly progressive, life-threatening deterioration of liver function that results in altered neurological state and coagulopathy. The only treatment that improves the outcome of acute liver failure is emergency liver transplantation. Because liver transplantation has limitations related to invasiveness, limited donor availability and high mortality, therapies for acute liver failure are urgently needed.

Moonlighting of metabolic enzymes in the nucleus has been recognized as an important mechanism linking metabolic flux to regulation of gene expression.^1^ Dynamic nuclear translocation of pyruvate dehydrogenase complex (PDHC) and increased acetyl-CoA affect histone acetylation and epigenetic regulation.^2^ Lactate dehydrogenase (LDH) is also detected in the nucleus[3], [4] where it generates lactate. Lactate has global effects on gene transcription which overlap with the changes induced by histone deacetylase (HDAC) inhibitors.^5^

In this study, we found that levels and activities of both PDHC and LDH are increased in the nuclear fractions of livers of mice exposed to acute hepatic injuries. Their increase was associated with higher concentrations of acetyl-CoA and lactate in nuclear fractions, and marked increase in histone acetylation. In addition, we showed that pharmacologic inhibition of LDH and PDHC reduces liver injury and improves mouse survival.

## Materials and methods

### Mouse experiments

Mouse studies were approved by the Italian Ministry of Health. Mice were group-housed (2–5 mice per cage) in standard mouse cages and maintained under a 12 h light/dark cycle with free access to water and standard mouse chow. Wild-type six-week-old male C57BL/6N mice (weight: 20–22 g) purchased from Charles River Laboratories were injected intraperitoneally (i.p.) with 0.5 μg/g of body weight of CD95-activating antibody (CD95-Ab; BD Biosciences), 0.6 μg/g of body weight of α-amanitin (Sigma-Aldrich), 0.4 mg/g of body weight of acetaminophen (APAP) (Sigma-Aldrich), or vehicle (saline). 20 mg/kg/day of garcinol (Enzo Life Sciences) or vehicle (saline) was injected i.p. for five days prior to the injection of CD95-Ab. Galloflavin at the doses of 10, 20, 40 or 80 mg/kg diluted in 40% dimethyl sulfoxide (DMSO) or vehicle (40% DMSO) was injected i.p. at the same time as CD95-Ab, α-amanitin, or APAP injections and was continued daily until mouse sacrifice by cervical dislocation at 72 h after CD95-Ab, α-amanitin, or APAP injections. Blood samples were collected by retro-orbital bleedings and were analyzed for alanine aminotransferase levels by colorimetric/fluorometric assay kit (Biovision) according to manufacturer’s instructions.

### Western blotting, enzyme assays, immunohistochemistry and immunofluorescence

Proteins were extracted from livers in cold lysis buffer (50 mM Tris-HCl [pH 7.4], 150 mM NaCl, 1% Triton X-100, 1 mM EDTA, and 0.1% SDS) in the presence of protease inhibitors (Sigma-Aldrich). Nuclear and cytoplasmic protein extracts were prepared using NXTRACT kit (Sigma-Aldrich) according to manufacturer’s instructions. Purity of nuclei was assessed by glyceraldehyde 3-phosphate dehydrogenase (GAPDH), citrate synthase (CS), and histone H3 immunoblots. Isolated nuclei were used immediately for the measurements. Total proteins, nuclear and cytoplasmic fractions quantified by the Bradford method were resolved by SDS-PAGE and transferred onto polyvinylidene difluoride (PVDF) membranes. Western blot analyses were performed with antibodies against PDHC-E1α (Abcam ab168379), acetylated histone H4 (acetyl-K5) (Santa Cruz sc-34264), LDH-A (Abcam ab52488), histone H3 (Abcam ab201456), acetylated histone H3 (acetyl-K9) (Abcam ab61231), CS (Abcam ab96600), β-actin (Novus Biologicals NB600-501) and GAPDH (Santa Cruz sc-32233) diluted in 5% milk in TBST and in 1% bovine serum albumin (BSA) in TBST. As secondary antibody, horseradish peroxidase (HRP)-conjugated antibody was used (GE Healthcare). Protein bands were visualized with a chemiluminescence detection system (Pierce). Band intensities were quantified with Quantity One-4.6.7 Basic (1-D Analysis Software) (Biorad Laboratories).

PDHC enzyme activity was measured as described previously^6^ in nuclear and cytoplasmic extracts. Briefly, the assay mixture contained 30 mM Hepes-KOH, 10 mM β-mercaptoethanol, 1 mM CoASH, 0.1 mM NAD (nicotinamide adenine dinucleotide [oxidized form]), 0.3 mM thiamine pyrophosphate, 0.02% Triton, 10 mM MgCl_2_, and 1 mM CaCl_2_. The enzyme reaction was initiated with 20 mM of ^14^C-Na pyruvate (Perkin Elmer) and incubated for 10 min at 37 °C. The reaction was terminated with 250 μl of 1 N HCl on ice and left at 37 °C for 60 min. The ^14^CO_2_ released from the reaction was captured onto filter paper and transferred into scintillation liquid overnight; the amount of ^14^C was counted by a β-counter (Beckman LS6500). LDH activity in nuclear and cytoplasmic fractions was determined by a colorimetric kinetic QuantiChrom™ Lactate Dehydrogenase Kit (Bioassay Systems). Isolated nuclei were deproteinized to measure levels of acetyl-CoA and lactate using the PicoProbe™ Acetyl-CoA Fluorimetric Assay Kit (Biovision) and Lactate Assay Kit (Sigma-Aldrich), respectively. HDAC activity was determined on nuclear fractions by HDAC Assay Kit (Sigma-Aldrich). Mouse liver specimens were fixed in 4% paraformaldehyde for 12 h, stored in 70% ethanol, and embedded into paraffin blocks. For immunohistochemistry (IHC), 5 μm thick sections were rehydrated and permeabilized in PBS with 0.5% Triton (Sigma-Aldrich) for 20 min. Antigen unmasking was performed in 0.01 M citrate buffer in a microwave oven. Next, sections underwent blocking of endogenous peroxidase activity in methanol/1.5% H_2_O_2_ (Sigma-Aldrich) for 30 min and were incubated with blocking solution (3% BSA [Sigma-Aldrich], 5% donkey serum [Millipore], 1.5% horse serum [Vector Laboratories] 20 mM MgCl_2_, 0.3% Triton [Sigma-Aldrich] in PBS) for 1 h. Sections were incubated with primary antibody anti-PDHC-E1α overnight at 4 °C and with universal biotinylated horse anti-mouse/rabbit IgG secondary antibody (Vector Laboratories) for 1 h. Biotin/avidin-HRP signal amplification was achieved using ABC Elite Kit (Vector Laboratories) according to manufacturer’s instructions. 3,3′-diaminobenzidine (Vector Laboratories) was used as peroxidase substrate. Mayer’s hematoxylin (Bio-Optica) was used as counter-staining. Sections were de-hydrated and mounted in VECTASHIELD® (Vector Laboratories). Paraffin-embedded liver sections were stained with hematoxylin and eosin (H&E) for visualization of necrotic areas. At least three sections from each animal were quantified by NIH ImageJ software version 1.46. Immunofluorescence staining of apoptotic cells was performed by terminal deoxynucleotidyl transferase-mediated deoxyuridine triphosphate nick-end labeling (TUNEL) using In Situ Cell Death Detection Kit (Roche Molecular Biochemicals), according to the manufacturer’s instructions. Percentages of TUNEL-positive cells visualized by fluorescence microscopy were quantified by automated counting (ImageJ) on three fields of view selected randomly from each section. The image capture was performed using Leica DM5000 microscope.

For immunofluorescence, 5 μm thick sections were rehydrated and permeabilized in PBS with 0.5% Triton (Sigma-Aldrich) for 20 min. Antigen unmasking was performed in 0.01 M citrate buffer in a microwave oven. Next, background autofluorescence was quenched by bathing slides in 75 mM of NH_4_Cl for 30 min and sections were incubated with blocking solution (3% BSA [Sigma-Aldrich], 5% donkey serum [Millipore], 20 mM MgCl_2_, 0.3% Triton [Sigma-Aldrich] in PBS) for 1 h. Sections were incubated with primary antibody anti-PDHC-E1α or anti-LDH-A overnight at 4 °C. Primary antibodies were detected with corresponding isotype-specific donkey anti-rabbit secondary antibodies conjugated to a fluorochrome (488, Life Technologies). 0.01% 4′,6-diamidine-2′-phenylindole dihydrochloride (DAPI) was added to the secondary antibody. Sections were mounted in Mowiol (Sigma-Aldrich) mounting medium. Image capture was performed using Leica SPE confocal microscope.

### Affinity purification-liquid chromatography tandem-mass spectrometry

Mouse livers were homogenized in cold lysis buffer (50 mM Tris-HCl pH 7.4, 150 mM NaCl, 1% Triton X-100, 1 mM EDTA, and 0.1% SDS) in the presence of protease inhibitors (Sigma-Aldrich) and incubated with anti-acetylated lysine antibody (Abcam ab190479). Samples were incubated with Dynabeads Protein G (Life Technologies) for 2 h at 4 °C to allow antigen binding to the Dynabeads-Ab complex. To elute target antigens, we used 150 mM of ammonium hydroxide before drying samples in a vacuum concentrator. Samples were resuspended in 200 µl of 50 mM ammonium bicarbonate pH 8.3. Tris(2-carboxyethyl)phosphine was added to 5 mM final concentration and left to incubate at 60 °C for 10 min. Samples were cooled to room temperature before adding 15 mM chloroacetamide. They were then left to incubate in the dark at room temperature for further 15 min. One microgram of trypsin (MS grade, Promega) was added to each reaction and incubated end-over-end at 37 °C for 16 h. A further aliquot of 250 ng of trypsin was added and left to incubate end-over-end at 37 °C for 3 h. Samples were dried completely in a vacuum concentrator and resuspended with 20 µl of 0.1% formic acid pH 3. 5 µl per run were injected by an Easy-nLC 1000 UPLC system. For details of affinity purification (AP)-liquid chromatography tandem-mass spectrometry (LC-MS/MS) please see Supplementary Materials and Methods.

### Gene expression analyses

Gene expression analysis was performed on saline and CD95-Ab injected mice (n = 5 per group). Extraction of total RNA was performed according to the manufacturer’s instructions (Qiagen). Total RNA (500 ng) from each sample was prepared using TruSeq RNA sample prep reagents (Illumina) according to manufacturer’s instructions. The amplified fragmented cDNA of ∼200 base pairs in size were sequenced in paired-end mode using the HiSeq2000 (Illumina) with a read length of 2 × 100 base pairs. Reads were aligned and assigned to transcripts and genes from the Human Gencode Release 19 using RSEM version 1.2.19 with standard parameters.^7^ *P* value adjustment for multiple comparisons was done with the false discovery rate of Benjamini-Hochberg.^8^ In this statistical analysis the threshold for statistical significance chosen was a false discovery rate of ≤0.05. For differential expression analysis, an additional threshold was used: logFC ≥2 for upregulated genes and logFC ≤−2 for downregulated genes. For details of gene expression analysis please see Supplementary Materials and Methods.

### Real time PCR

Total RNA from cells and livers was extracted using RNeasy mini kit (Qiagen). One microgram of RNA was retro-transcribed using High-Capacity cDNA Reverse Transcription Kit (Applied Biosystems). The qPCR reactions were set up using SYBR Green Master Mix and run in duplicate on a Light Cycler 480 System (Roche). The primer sequences for mouse *Tnf* were: forward, 5′-ctgaacttcggggtgatcgg-3′; and reverse, 5′-ggcttgtcactcgaattttgaga-3′. The primer sequences for mouse *Il6* were: forward, 5′-ccggagaggagacttcacag-3′; and reverse, 5′-cagaattgccattgcacaac-3′. The primer sequences for mouse *B2m* were: forward, 5′-tggtgcttgtctcactgacc-3′; and reverse, 5′-gtatgttcggcttcccattc-3′. Running program was as follows: pre-heating, 5 min at 95 °C; 40 cycles of 15 s at 95 °C, 15 s at 60 °C, and 25 s at 72 °C. *B2m* was used as housekeeping gene. Data were analyzed by LightCycler 480 software version 1.5 (Roche).

### Cell studies

HeLa and Hepa1-6 cells were cultured in Dulbecco’s modified Eagle’s medium and 10% fetal bovine serum. Routine testing for *Mycoplasma* was not performed. PDHC-E1α-siRNA or LDH-A-siRNA (Ambion) at the final concentrations of 10 nM and 200 nM respectively, or control scrambled siRNA (Sigma-Aldrich) were transfected using INTERFERin® siRNA transfection reagent (Polyplus Transfection). After 48 h of transfection or 24 h of incubation with 750 μM of galloflavin or vehicle (0.075% DMSO), 10 µg/ml of anti-CD95-Ab (clone CH11 from Merck for HeLa and clone Jo2 from BD Biosciences for Hepa1-6) was added to the media. Cells were then collected for Western blot analysis and cell viability by propidium iodide incorporation by flow cytometry. To evaluate cell viability of 10,000 HeLa and Hepa1-6 cells, 1 mM of propidium iodide (Life Technologies V13241) was added in the dark at room temperature for 10 min and the mixture was kept at 4 °C in the dark until analysis. The propidium iodide fluorescence was measured using BD Accuri C6 Plus personal flow cytometer. The forward scatter (FSC) and side scatter (SSC) of particles were simultaneously measured. Cell debris were excluded from analysis by appropriately raising the FSC threshold. The analysis was run in quintuplicate. To evaluate histone acetylation, cells were lysed in cold lysis buffer (50 mM Tris-HCl [pH 7.4], 150 mM NaCl, 1% Triton X-100, 1 mM EDTA, and 0.1% SDS) in the presence of protease inhibitor cocktail (Sigma-Aldrich). Total proteins quantified by the Bradford method were resolved by SDS-PAGE and transferred onto PVDF membrane. Western blot analyses were performed with antibodies against PDHC-E1α (Abcam ab168379), histone H3 (Abcam ab201456), acetylated histone H3 (acetyl-K9) (Abcam ab4441), LDH-A (Abcam ab52488), β-actin (Novus Biologicals NB600-501), and HRP-conjugated secondary antibodies (GE Healthcare) diluted in 5% milk in TBST and 1% BSA in TBST. Protein bands were visualized with a chemiluminescence detection system (Pierce). Band intensities were quantified with Quantity One-4.6.7 Basic (1-D Analysis Software) (Biorad Laboratories).

### Docking studies

Protein-ligand docking simulations were performed using AutoDock Vina tool^9^ and PyRx^10^ for initial screening. The structure was first corrected for errors using the repair tool under the program FoldX.^11^ The initial PDHC models of the octameric or tetrameric structure (chains A-D) as such or after removal of H_2_O, TPP, K^+1^ and Mn^2+^ ions were generated by building hydrogen atoms for the crystal structure of human PDHC (Protein Data Bank [PDB] chain ID 3exe) and by adding Gasteiger charges. Initial conformation of the ligand (galloflavin) was generated by Cartesian optimization of the ligand model in the GROMOS87 force field (PRODRG at: http://davapc1.bioch.dundee.ac.uk/prodrg/submit2.html). All side chains and the backbone of the protein were kept rigid as in the crystal structure. Docking was first performed by placing the ligand in a random position by centering the grid on the macromolecule and setting the grid with a 1-Å spacing on the entire protein; after the identification of the best binding sites, further analysis was performed by starting with the ligand in the binding pockets and setting the grid with a 0.375-Å spacing. The affinity (expressed in kcal/mol) was calculated as the difference in the free energy of binding (ΔG) between the protein and the complex. Control of the docking procedure was obtained by docking galloflavin on the LDH structure (PDB chain ID 1l10). A binding pose was found near the NADH binding site for galloflavin.^12^ This pose with energy ranging between −7.1 and −7.5 ranks third in the list obtained in our protocol. Results were visualized using the Phyton Molecular Viewer program 1.5.6.^13^

### Statistics

Two tailed Student’s *t* test, ANOVA, Tukey’s *post hoc* test, and likelihood ratio test for a generalized linear model were used as statistical tests for mean comparisons. Statistical analyses were performed using R Stats package and MASS. Cumulative survival of mice was assessed by Kaplan-Meier and statistical significance was calculated using long-rank test (GraphPad Prism 7). Experimental group sizes are reported in figure legends. Data are reported as average ± standard deviations.

For further details regarding the materials used, please refer to the CTAT table and supplementary information.

## Results

### Acute liver injuries induce nuclear translocations of PDHC and LDH

Acute liver failure is characterized by a sudden and massive death of liver cells. Hepatocytes are very sensitive to FAS-induced apoptosis and administration of CD95-Ab results in rapid death in mice due to fulminant hemorrhagic hepatitis, mimicking acute liver failure in humans.^14^ α-amanitin and APAP also recapitulate acute liver failure in mice.^15^ Nuclear fractions of livers from mice injected with CD95-Ab showed increased levels of the E1α subunit of PDHC compared to saline-injected controls (Fig. 1A–B). Immunoblot with antibodies against GAPDH and CS confirmed that histone-positive nuclear fractions were free of cytoplasmic and mitochondrial matrix while cytoplasmic fractions were positive for mitochondrial CS (not shown). A concomitant decrease in non-nuclear E1α levels was also observed suggesting translocation of PDHC from the mitochondria to the nuclei (Fig. 1A–B). Compared to saline-injected controls, PDHC activity in CS-free and H3-positive nuclear fractions was increased in mice injected with CD95-Ab (Fig. 1C). Furthermore, increased E1α nuclear signal was detected in mice injected with CD95-Ab compared to saline controls by liver IHC (Fig. 1D) and immunofluorescence (Fig. 1E). A time course study revealed that a greater increase in E1α subunit and PDHC activity in hepatic nuclear fractions occurred at 6 h after CD95-Ab administration (Fig. S1A–B), corresponding to the point of maximal liver damage as shown by serum alanine aminotransferase levels (Fig. S1C), consistent with previous studies.[16], [17]

**Fig. 1:**
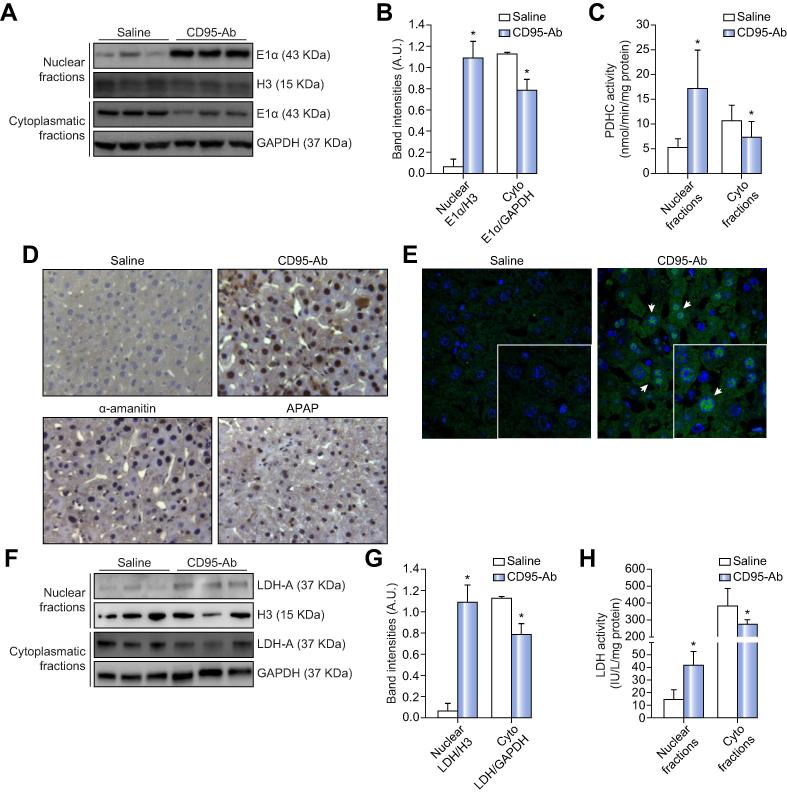
**Acute liver injuries induce nuclear translocations of mitochondrial PDHC and cytosolic LDH.** (A) Western blotting for the E1α subunit of the PDHC on nuclear and cytoplasmic fractions of livers harvested 6 h after the injections of either saline or CD95-Ab. H3 and GAPDH were used as a loading control for the nuclear and cytoplasmic fractions, respectively. (B) Densitometric quantifications of E1α bands in nuclear and cytoplasmic fractions normalized for H3 or GAPDH, respectively (n = 3 mice per group). (C) PDHC activity on nuclear and cytoplasmic fractions of livers harvested 6 h after the injections of either saline (n = 6) or CD95-Ab (n = 9). (D) Representative IHC staining for the E1α subunit of PDHC in livers harvested 6 h after the injections of various hepatotoxins including CD95-Ab, α-amanitin, or APAP. Images were magnified with a ×40 objective. (E) Representative immunofluorescence staining with antibody against the E1α subunit of PDHC in livers harvested 6 h after the injections of CD95-Ab. Nuclei were stained with DAPI. White arrows point to some E1α-positive nuclei. Images were magnified with a ×63 objective. Insets show higher magnification of selected areas. (F) Western blotting for LDH-A on nuclear and cytoplasmic fractions of livers harvested 6 h after injections of either saline or CD95-Ab. H3 and GAPDH were used as loading controls of nuclear or cytoplasmic fractions, respectively. (G) Densitometric quantifications of the LDH-A bands in the nuclear and cytoplasmic fractions normalized for H3 or GAPDH, respectively (n = 3 mice per group). (H) LDH activity in nuclear and cytoplasmic fractions of livers harvested 6 h after injections of either saline (n = 3) or CD95-Ab (n = 6). Means ± SDs are shown; *t* test; *p <0.05. Ab, antibody; A.U., arbitrary units; APAP, acetaminophen; GAPDH, glyceraldehyde 3-phosphate dehydrogenase; IHC, immunohistochemistry; LDH, lactate dehydrogenase; PDHC, pyruvate dehydrogenase complex. (This figure appears in colour on the web.)

Increased E1α and PDHC activity were also observed in the livers of mice injected with α-amanitin or APAP by immunoblots and enzyme activity on nuclear fractions, immunofluorescence (Fig. S2A–G), and IHC in the nuclei of hepatocytes (Fig. 1D). In summary, increased nuclear PDHC (nPDHC) was observed in livers of mice with acute liver failure induced by three different hepatotoxic agents.

Increased levels of nuclear LDH (nLDH) were also detected by immunoblots and enzyme activity on nuclear fractions and by immunofluorescence of livers from mice injected with CD95-Ab, α-amanitin, and APAP (Fig. 1F–H, Fig. S3A–D).

### Liver injuries induce intra-nuclear metabolic changes and histone hyper-acetylation

PDHC converts pyruvate into acetyl-CoA, the substrate of lysine acetyltransferases which transfer the acetyl groups to lysines of histones and several other proteins.^18^ Because it is membrane impermeable and very unstable, acetyl-coA has to be synthesized in the subcellular compartment where it is required. Levels of acetyl-CoA were significantly increased in GAPDH/CS-free and H3-positive nuclear fractions of livers of mice injected with CD95-Ab compared to saline-injected controls (Fig. 2A). Increases of acetyl-CoA were also detected in nuclear extracts of livers of mice injected with α-amanitin and APAP (Fig. S4A). Increased lactate was also detected in nuclear fractions of livers of mice injected with CD95-Ab, α-amanitin, and APAP compared to saline controls (Fig. 2B and Fig. S4B). Consistent with a previous report of lactate inhibiting HDAC,^5^ reduced HDAC activity was detected in nuclear fractions of livers of mice injected with CD95-Ab (Fig. 2C).

**Fig. 2:**
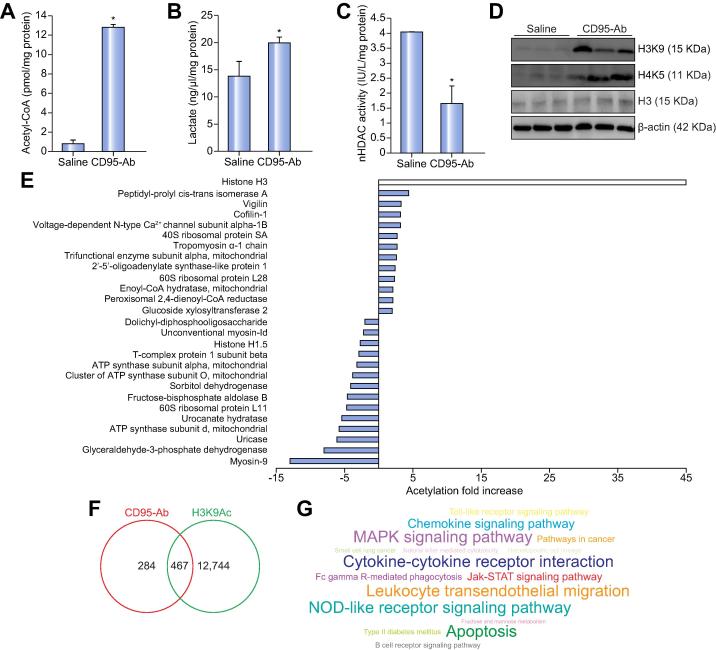
**Liver injury induces intra-nuclear metabolic changes and histone hyper-acetylation.** Nuclear (A) acetyl-CoA, (B) lactate, and (C) nHDAC activity in livers harvested 6 h after the injection of either saline or CD95-Ab (n = 3 per group). (D) Western blotting for acetylated histone H3 (H3K9) and H4 (H4K5) on livers harvested 6 h after the injections of either saline or CD95-Ab. Histone H3 and β-actin were used as loading controls. Each line corresponds to an independent mouse. (E) Affinity purification-liquid chromatography tandem-mass spectrometry of liver proteins enriched by immunoprecipitation with acetyl lysine-specific antibody revealed 13 proteins with fold-change >2 in CD95-Ab *vs.* saline liver samples (n = 5 per group). (F) Venn diagram including the 751 genes upregulated in livers of mice injected with CD95-Ab and the H3K9Ac ChIP-seq data on eight-week-old mouse livers in ENCODE showing a high degree of overlap (Hypergeometric test; *p* value: 9.643501e^−58^). (G) Chart generated using custom annotation scripts shows that response to external stimulus including inflammatory and defense response processes, and cytokine-cytokine receptor interaction pathways were enriched among the 467 genes overlapping between the two groups according to KEGG pathways. Means ± SDs are shown; *t* test; *p <0.05. Ab, antibody; nHDAC, nuclear histone deacetylase. (This figure appears in colour on the web.)

We reasoned that higher activities of nPDHC and nLDH in injured livers result in increased histone acetylation because of elevated nuclear acetyl-coA and lactate inhibiting HDAC activity. Consistent with this hypothesis, Western blotting with antibodies recognizing histone H3 acetylated at lysines 9 and histone H4 acetylated at lysines 5 revealed marked increase in histone acetylation in livers of mice injected with CD95-Ab compared to saline-injected controls (Fig. 2D). A greater increase in H3 acetylation was detected at 6 h after CD95-Ab administration, consistent with the point at which higher levels of PDHC nuclear translocation were detected (Fig. S1A). α-amanitin and APAP also increased H3 acetylation (Figs. S5 and S6). Acetylation affects a variety of proteins^19^ but an AP-LC-MS/MS analysis of proteins enriched by immunoprecipitation with acetyl lysine-specific antibody revealed only 27 proteins with significant fold-change (fold-change ≤−2 or ≥2, *p* ≤0.05) in CD95-Ab compared to saline liver samples (Fig. 2E). Among these proteins, histone H3 exhibited a 45-fold increase in acetylation (Fig. 2E).

Histone acetylation plays a major role in gene regulation and acetylated histones are preferentially associated with transcriptionally active chromatin.^20^ Whole-genome gene expression profiling by RNA-seq in CD95-Ab- and in control saline-injected mice showed that CD95-Ab perturbs mouse liver transcriptome in a statistically significant manner: 6,074 genes in total were differentially expressed (GSE 101822). 

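Livers of male C57BL/6N mice, an inbred laboratory strain, were collected 6 h after an intraperitoneal injection of 0.5 µg/g of CD95-Ab, an antibody that triggers the death receptor Fas, or of saline. There were 5 mice in each group, aged 6 weeks, and each mouse gave its own library. The paper gives a body weight of 20 to 22 g, whereas the sample labels give 22 to 25 g. Libraries were made from 500 ng of RNA with the TruSeq kit and read as pairs of 100 bp. The paper names the HiSeq 2000 as the sequencer, and the labels name the HiSeq 1000. The authors assigned the reads to genes with RSEM version 1.2.19, which estimates how many fragments come from each gene and shares out fragments that match several genes. The paper names a human Gencode release for this step, but the gene identifiers in the files are mouse Ensembl identifiers, and neither the mouse release nor the genome build is stated. The values analysed are the expected counts of RSEM for 38922 genes, which the files hold as whole numbers and without normalization. The total per mouse ranged from 25965699 to 62097636 counts in saline-injected mice, with a median of 34227736, and from 27480796 to 44962196 in mice injected with CD95-Ab, with a median of 29180879 (exact permutation test on the means, p = 0.532, n = 5 mice per group). At these unadjusted totals, 3 counts correspond to between 0.048 and 0.116 CPM, which are counts scaled to a common total of 1000000. The CPM given below use adjusted totals, so this range is approximate for them. Albumin alone took 8.70% ± 0.70 (SD, n = 5) of the counts in saline-injected mice and 4.03% ± 1.16 (SD, n = 5) after CD95-Ab (exact permutation test, p = 0.00794), so the totals were scaled with TMM factors, which discount such abundant genes. Of all genes, 15804 had 0 counts in every mouse, and the 13719 genes kept by the filterByExpr function of edgeR were tested with its quasi-likelihood test. The p-values were adjusted by the Benjamini-Hochberg method (FDR). The thresholds were those of the paper, an FDR of 0.05 or less and, for up- and downregulated genes, a log2 fold change of 2 or more or of -2 or less. The paper describes its own test in a supplement that was not among the files analysed here. Neither the paper nor the labels give a sequencing or library batch, so differences between the groups could not be recomputed within batches. The chi-square statistic per degree of freedom between mice of the same group lay between 42.4 and 554 over the 20 pairs, so no mice held counts within sampling noise of each other and each was counted as 1 sample.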

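Livers of mice injected with CD95-Ab were separated from those of saline-injected controls by the first principal component of log2 CPM, which held 67.7% of the variance between the 10 mice. All 5 mice of a group lay on the same side of this component (exact permutation test, p = 0.00794, the smallest p that 5 mice against 5 allow). The second component held 9.8% of the variance and did not separate the groups (exact permutation test, p = 0.984). An FDR of 0.05 or less was found for 6495 of the 13719 tested genes, which is 47.3%. Of these genes, 3480 were higher and 3015 were lower in livers of mice injected with CD95-Ab. The mice of both groups carry replicate numbers 1 to 5 in the sample labels. Neither the paper nor the sample titles describe mice with the same number as matched, so pairing by number is only an assumption. Mice with the same number deviated from their group means with a mean correlation of 0.037, compared with -0.006 for mice with different numbers (exact permutation test over all pairings, p = 0.333). With the replicate number as a block, 5987 genes had an FDR of 0.05 or less. The count moved most when the FDR threshold was lowered to 0.01, which left 4492 genes. Across the 10 fits that each left out 1 mouse, it ranged from 5616 to 6977. From the number of differentially expressed genes, the paper concludes that CD95-Ab perturbs the mouse liver transcriptome.

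**Figure D1:**
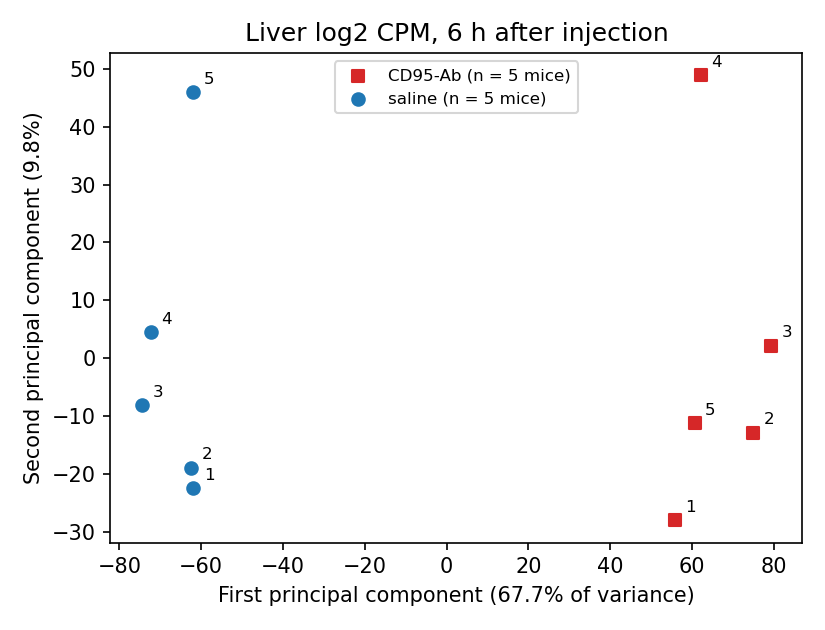
The first (horizontal axis, 67.7% of the variance) and the second (vertical axis, 9.8%) principal component of log2 CPM, with each point 1 mouse labelled by its replicate number. Saline-injected mice lie at negative and mice injected with CD95-Ab at positive scores of the first component, and saline replicate 5 and CD95-Ab replicate 4 lie above the other mice on the second.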

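In livers of mice injected with CD95-Ab, 904 genes had an FDR of 0.05 or less and a log2 fold change of 2 or more, and 152 genes had a log2 fold change of -2 or less. All 5 mice injected with CD95-Ab were above all 5 saline-injected controls for 868 of the upregulated genes and below them for 144 of the downregulated genes. Protein-coding genes made up 824 of the upregulated genes. The 751 upregulated genes of Table S1 were all tested and were all higher after CD95-Ab. Of these, 740 had an FDR of 0.05 or less and 703 passed both thresholds. Their median log2 fold change was 2.80, with quartiles of 2.29 and 3.66, and their median rose from 1.56 CPM in saline-injected mice to 12.80 CPM. The downregulated genes of Table S1 were likewise all lower after CD95-Ab, with a median log2 fold change of -2.52, and 104 of them passed both thresholds. Among the upregulated genes found here, 201 are not in Table S1. Those were less expressed, with a median of 1.19 CPM after CD95-Ab compared with 12.48 CPM for the upregulated genes that are in Table S1.
The largest increase among genes with at least 10 counts in every mouse injected with CD95-Ab was that of Rn7sk (ENSMUSG00000065037; GRCm38 chromosome 9, 78175303 to 78175633), a small nuclear RNA, from 0.39 ± 0.24 CPM (SD, n = 5) to 742 ± 354 CPM (SD, n = 5). Its log2 fold change was 10.96 (standard error 0.53, FDR = 1.86e-07 from edgeR's quasi-likelihood test). Rn7sk RNA is not polyadenylated. Of 36 tested small RNA and replication-dependent histone genes, 28 were higher after CD95-Ab, with a median log2 fold change of 3.67 for the class. The increases of Rn7sk and of the small RNAs named below therefore cannot be told apart from a difference in RNA quality or library preparation. Gm26870, a long noncoding RNA on chromosome 9 (3000282 to 3038313), had no counts in saline-injected mice and 5.18 ± 2.36 CPM (SD, n = 5) after CD95-Ab, and Gm10719, which lies inside it (3017408 to 3021593), rose from 0 to 1.81 ± 0.81 CPM (SD, n = 5). Reads of these overlapping genes may have been split between them by the counting, so both values are uncertain. Fgf23, which encodes a fibroblast growth factor (chromosome 6, 127072902 to 127081408), rose from 0 to 4.87 ± 5.13 CPM (SD, n = 5), a log2 fold change of 10.40 (standard error 1.33, FDR = 4.09e-04). The mean of Fgf23 rests largely on CD95-Ab replicate 3, with 13.9 CPM, while the other mice of that group had between 1.44 and 3.79 CPM. Sprr1a (chromosome 3, 92483952 to 92485895) varied in the same way, with 12.5 CPM in CD95-Ab replicate 4. Log2 fold changes of the remaining genes among the 10 largest were 9.23 for the cytokine gene Lif, 9.22 for the small Cajal body RNA Gm26083, 8.99 for the small nucleolar RNA Snora81, 8.55 for the chemokine gene Cxcl2 and 8.42 for Olr1, which encodes a scavenger receptor. Gm26870, Fgf23, Sprr1a, Gm26083, Snora81 and Gm10719 had no counts in any saline-injected mouse, and Lif and Olr1 had at most 2. The log2 fold changes and ranks of these genes therefore depend on the small prior count added to the values. With a prior count of 2, log2 fold changes were 6.42 for Fgf23, 6.51 for Gm26870 and 6.51 for Olr1. Those of Cxcl2 and Rn7sk were then 7.99 and 10.76. The largest decrease was that of Cyp2a4 (chromosome 7, 26307169 to 26315088), from 81 ± 77 CPM to 1.48 ± 1.53 CPM (SD, n = 5 mice each), with a log2 fold change of -5.82 (standard error 0.98, FDR = 5.06e-04). Cyp2a4 has close paralogs with which reads can be shared, so its value is uncertain. Other large decreases were those of Gm14288 (-5.73), the bile acid synthesis gene Cyp7a1 (-5.46) and Gm10804 (-4.99). Each of these 14 genes separated the groups completely, because only genes that did so, with an FDR of 0.05 or less, could be chosen. Their separation is therefore not further evidence.
With the replicate number as a block, there were 924 upregulated and 155 downregulated genes, and 720 of the upregulated genes of Table S1 passed both thresholds. The correlation of deviations was 0.037 for mice with the same number and -0.006 for mice with different numbers. The number moved most with a log2 fold change threshold of 1, which gave 2144 upregulated genes. Among filters on low counts, keeping every gene gave the largest number of upregulated genes, 1374, and keeping only genes with at least 10 counts in every mouse the smallest, 534.

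**Figure D2:**
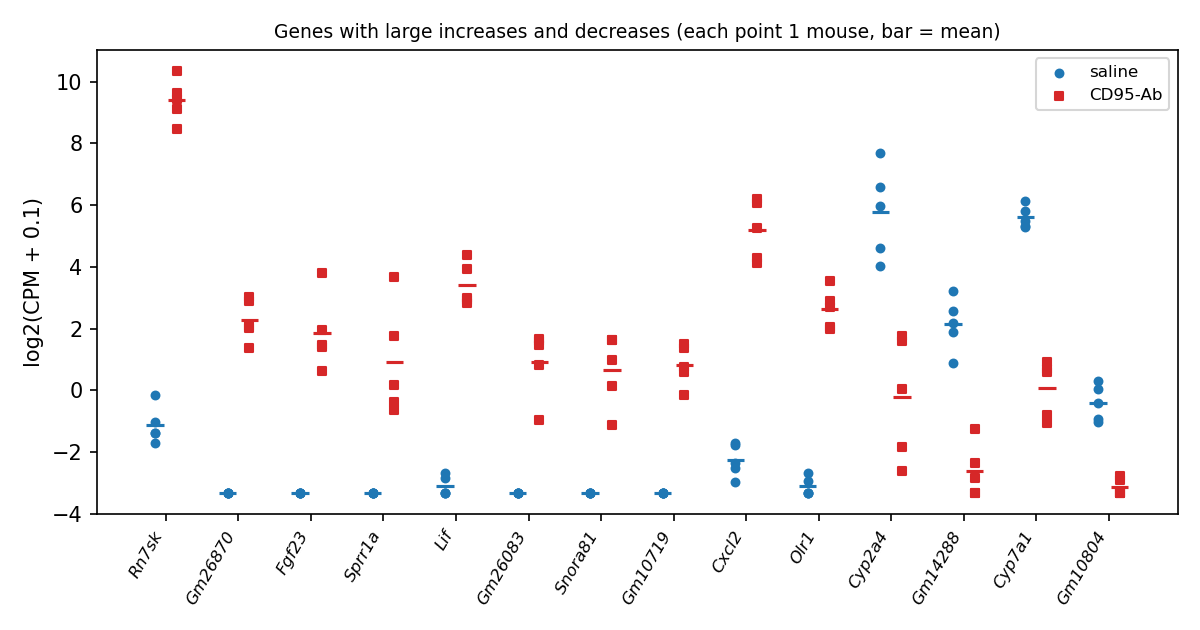
Log2(CPM + 0.1) (vertical axis) of the 10 genes with the largest increases and of 4 genes with large decreases (horizontal axis), with each point 1 mouse and the bars at the mean of the 5 mice of a group. By the rule that selected these genes, no point of mice injected with CD95-Ab overlaps those of saline-injected mice. The spread between mice is wide for Fgf23, Sprr1a and Cyp2a4.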

We found 751 genes out of 6,074 were the most significantly induced genes in livers of mice injected with CD95-Ab (Table S1). Comparing the list of 751 of top upregulated genes with the H3K9Ac ChIP-seq data on livers of eight-week old mice in ENCODE,^21^ we found a statistically significant high degree of overlap (467 out of 751; 62%) (Fig. 2F and Table S2). 

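Of the 467 genes of Table S2, 465 had an FDR of 0.05 or less and 445 also had a log2 fold change of 2 or more. For 458 of them, every mouse injected with CD95-Ab was above every saline-injected mouse. The paper selected these genes as upregulated in the same mice, so such a result was likely beforehand. Table S2 gives for each gene a region and its distance to the transcription start site. These regions have a median length of 466 bp, and their distances run from -2482 to 450 bp, with 147 regions at a distance of 0. Taken as GRCm38 positions, 465 of the 467 regions overlap their gene or lie within 3000 bp of it. The H3K9Ac peak list itself was not in the files analysed here, so a gene could be counted as overlapping only if Table S2 lists it. On that basis, 49.2% of the 904 upregulated genes found here overlap (95% Wilson interval 46.0% to 52.5%), and 63.3% of the 703 genes of Table S1 that passed both thresholds.
The median log2 fold change was 2.63 for genes of Table S2 and 3.19 for the remaining upregulated genes of Table S1, a difference of -0.56 (permutation test across genes, p = 1e-05, the smallest that 100000 resamples give; genes are not independent replicates). Genes of Table S2 were also more expressed in livers of saline-injected mice, with a median of 2.24 CPM compared with 0.76 CPM, which is a difference of 1.55 in median log2 CPM (permutation test across genes, p = 1e-05, again the smallest possible). Saline expression was under 1 CPM for 137 of the Table S2 genes and for 160 of the remaining genes.
When the replicate number, as given in the labels, was used as a block, 451 genes of Table S2 passed both thresholds, 48.8% of the upregulated genes were in Table S2 and the difference in median log2 fold change was -0.59. The pairing check gave a mean correlation of 0.037 within and -0.006 between numbers. The percentage depended most on the filter for low counts. It was 31.4% with no filter and 70.0% for genes with at least 10 counts in every mouse. Under the latter filter both contrasts weakened. The difference in median log2 fold change was -0.103 (permutation test across genes, p = 0.178). The difference in saline expression was 0.350 (permutation test across genes, p = 0.0993). From the number of upregulated genes that carry H3K9Ac in mouse liver, the paper concludes that the overlap is statistically significant.

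**Figure D3:**
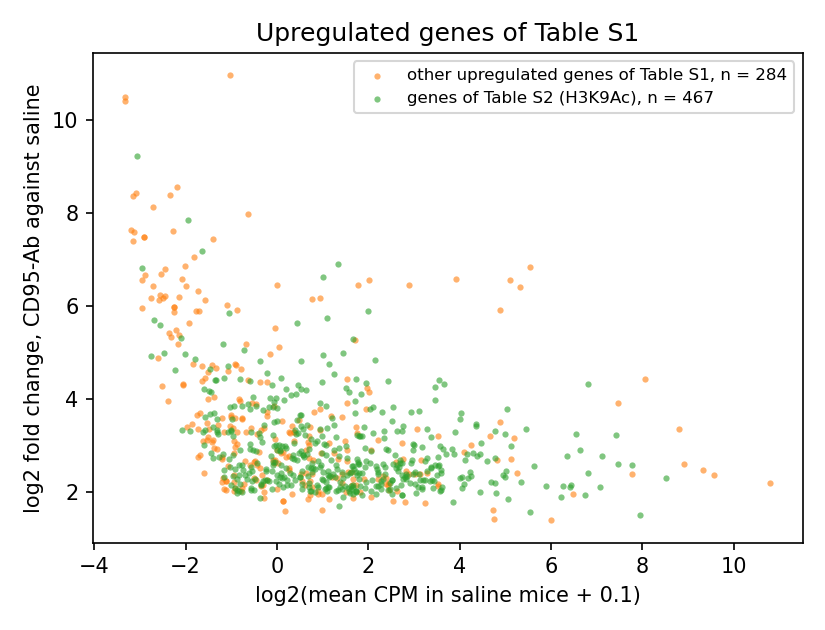
Log2 fold change (vertical axis) against log2(mean CPM in saline-injected mice + 0.1) (horizontal axis) for the upregulated genes of Table S1, with each point 1 gene, coloured by whether Table S2 lists it. The largest fold changes lie at the left, at low saline expression, where the remaining genes are more frequent than those of Table S2, although a few of the remaining genes also have the highest saline expression.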

Both gene ontology enrichment analysis (GOEA)[21], [22] (Table S3) and KEGG analyses^23^ (Table S4) performed on these 467 genes revealed that responses to external stimuli, including the inflammatory, defense response processes and cytokine-cytokine receptor interaction pathways were significantly enriched (Fig. 2G). 

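Membership of genes in KEGG pathways and gene ontology terms was not in the files analysed here, so cytokines and their receptors were taken by symbol, as chemokines, interleukins, interferons, colony stimulating factors, tumor necrosis factor family members and their receptors, Lif, Osm and their receptors. Only symbols of set forms were matched, such as those beginning with Tnfrsf, so some members of these families were not counted. Among those are interferon gamma, the interferon receptors, Fas, Cd40, Relt and Ngfr. This rule was written after Tables S1 and S2 had been read and before the processed files were seen. It finds 24 of the 467 genes of Table S2 (5.14%), compared with 92 of the 13252 tested genes outside Table S2 (0.694%), an odds ratio of 7.75 (Fisher's exact test across genes, p = 7.9e-13). This comparison was chosen after seeing the data. All 24 genes passed both thresholds, with log2 fold changes from 2.10 to 9.23, and in each of them every mouse injected with CD95-Ab was above every saline-injected control. Table S2 holds only genes that the paper selected as upregulated in these same mice, so this is not independent evidence. Lif (ENSMUSG00000034394; GRCm38 chromosome 11, 4257557 to 4272514) had the largest change, from 0.019 ± 0.027 CPM to 11.6 ± 6.1 CPM (SD, n = 5 mice each), with a log2 fold change of 9.23 (standard error 0.62, FDR = 9.8e-07 from edgeR's quasi-likelihood test). No saline-injected mouse had more than 2 counts of Lif, below the 3 counts that give 0.048 to 0.116 CPM at unadjusted totals. Lif was therefore hardly detectable in these mice at this depth, and its fold change depends on the prior count. The chemokine gene Ccl7 (chromosome 11, 82045712 to 82047525) rose from 0.16 ± 0.13 to 36.4 ± 10.3 CPM (SD, n = 5 mice each), a log2 fold change of 7.86 (standard error 0.42). Il1rn, which encodes the interleukin 1 receptor antagonist (chromosome 2, 24336853 to 24351494), was already measurable in saline-injected mice, at 3.89 ± 2.14 CPM, and reached 232 ± 92 CPM (SD, n = 5 mice each; log2 fold change 5.89). Tnf (chromosome 17, 35199381 to 35202007) rose from 0.069 ± 0.060 to 3.65 ± 2.32 CPM (SD, n = 5 mice each), a log2 fold change of 5.58 (standard error 0.56, FDR = 1.29e-05). Cxcl14 (chromosome 13, 56288643 to 56296551) rose from 0.26 ± 0.21 to 6.30 ± 2.88 CPM (SD, n = 5 mice each; log2 fold change 4.65).
The same families make up 24 of the remaining upregulated genes of Table S1 (8.45%). The share in Table S2 relative to these genes had an odds ratio of 0.587 (Fisher's exact test, p = 0.0899). Restricted to the genes past both thresholds, a gene set chosen after seeing the data, the odds ratio was 0.556 (Fisher's exact test, p = 0.0617). On the same restriction, the 10 fits that each left out 1 mouse gave odds ratios from 0.533 to 0.586, with a p under 0.05 in 3 of them. In the fit with the replicate number as a block, the 24 genes again passed both thresholds. There the log2 fold change of Lif was 9.14 and that of Tnf 5.42. Mice with the same number deviated together no more than others (mean correlation 0.037 compared with -0.006; exact permutation test over all pairings, p = 0.333). The strictest filter, at least 10 counts in every mouse, left 16 of the 24 genes. From the terms enriched among the 467 genes, the paper concludes that inflammatory and defense processes and cytokine pathways are enriched among them.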

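Genes that take part in cell death and in the response to damage and that are listed in Table S2 changed as follows in livers of mice injected with CD95-Ab. Apaf1, which encodes the scaffold of the apoptosome (ENSMUSG00000019979; GRCm38 chromosome 10, 90989311 to 91082770), rose from 1.95 ± 0.44 to 16.1 ± 5.9 CPM (SD, n = 5 mice each), a log2 fold change of 3.03 (standard error 0.26, FDR = 4.08e-06 from edgeR's quasi-likelihood test). Pmaip1, which encodes the proapoptotic protein NOXA (chromosome 18, 66458533 to 66465565), rose from 0.70 ± 0.28 to 5.87 ± 1.54 CPM (SD, n = 5 mice each), a log2 fold change of 3.07 (standard error 0.31). The death receptor gene Tnfrsf10b (chromosome 14, 69767472 to 69784411) had the smallest change of the group, with a log2 fold change of 2.23 (standard error 0.28, FDR = 5.85e-05). Genes that restrain cell death rose as well. Tnfaip3, an inhibitor of NF-κB signaling (chromosome 10, 19000910 to 19015657), rose from 3.09 ± 1.02 to 122 ± 20 CPM (SD, n = 5 mice each), which is the largest change of the group (log2 fold change 5.29, standard error 0.25, FDR = 1.59e-07). Birc3, an inhibitor of apoptosis (chromosome 9, 7848699 to 7873186), went from 11.0 ± 2.1 to 65.5 ± 16.2 CPM (SD, n = 5 mice each; log2 fold change 2.57). Log2 fold changes were 2.30 for Nfkb1 (standard error 0.13) and 3.97 for the adhesion molecule gene Icam1 (standard error 0.25). Gadd45b, a gene induced by stress, was the most variable between mice, at 9.68 ± 8.37 CPM in saline-injected mice and 64.4 ± 40.2 CPM after CD95-Ab (SD, n = 5 mice each; log2 fold change 2.73, standard error 0.57, FDR = 0.00216). All 8 genes were higher in every mouse injected with CD95-Ab than in every control (exact permutation test, p = 0.00794, the smallest that 5 mice against 5 allow), and none lost an FDR of 0.05 or less when any mouse was left out. Table S2 was drawn from genes that the paper selected as upregulated in these same mice, so neither result is independent evidence. With the replicate number as a block, the log2 fold change was 2.99 for Apaf1, 5.32 for Tnfaip3 and 2.95 for Gadd45b. The correlation of deviations between mice with the same number was 0.037. The largest shift among the 8 genes was that of Gadd45b without saline replicate 5, to 3.39. The mRNA of the acetyltransferase p300, Ep300, was at 22.5 ± 2.9 CPM in saline-injected mice and 21.4 ± 3.5 CPM after CD95-Ab (SD, n = 5 mice each; exact permutation test, p = 0.571). From the acetylation of histone H3, its overlap with the induced genes and the kinds of genes among them, the paper proposes that increased H3 acetylation upregulates genes of the response to damage, with possible harm to cell survival.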

Taken together, these results suggest that increased acetylation of histone H3 results in upregulation of genes related to response to damage that possibly have negative consequences on cell survival. Therefore, we evaluated whether inhibition of histone acetylation by garcinol, a potent inhibitor of histone acetyltransferases p300,^24^ is effective at improving survival in acute liver failure. C57BL/6 mice treated with 20 mg/kg/day garcinol prior to the administration of CD95-Ab showed a significant increase of survival compared to vehicle-injected mice (Fig. 3A). As expected, livers of garcinol-treated mice showed reduced acetylated H3 (Fig. 3B–C). Moreover, garcinol-treated mice showed reduced apoptosis and necrotic liver areas by TUNEL staining and H&E, respectively (Fig. 3D–F). The improved survival and reduced liver damage were not dependent upon reduced nLDH and nPDHC that remained increased in livers of garcinol-treated mice compared to controls (Fig. 3G–H).

**Fig. 3:**
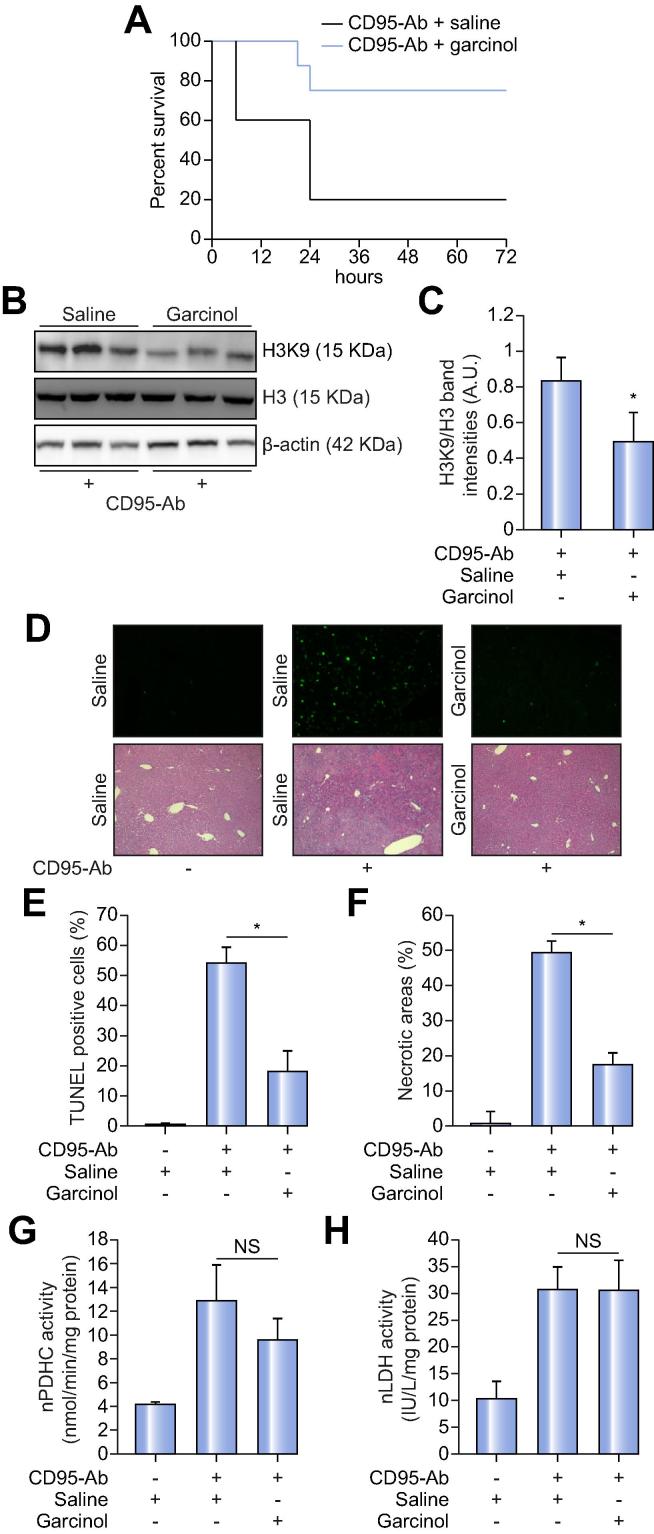
***In vivo* inhibition of histone acetylation by garcinol improves survival and reduces injury in acute liver failure.** (A) Kaplan-Meier survival curves of mice receiving 20 mg/kg/day of garcinol (n = 8) or saline (n = 5) for 5 days prior to the injection of the CD95-Ab. Means ± SDs are shown. Long-rank test *p* = 0.0473. (B) Western blotting for histone H3 (H3) and acetylated histone H3 (H3K9) on livers harvested 6 h after the administrations of CD95-Ab. β-actin was used as a loading control. (C) Densitometric quantifications of H3K9 over H3 from the Western blotting shown in B; *t* test; *p <0.05. (D) Representative TUNEL (upper panels) and H&E (lower panels) staining of livers harvested 6 h after the administrations of CD95-Ab or saline. (E) Quantifications of TUNEL-positive cells and (F) Necrotic areas on livers of at least three sections from each mouse (at least n = 4 mice per group). Means ± SDs are shown. Likelihood ratio test for generalized linear model: *p = 2.2 × 10^−16^. ANOVA plus Tukey’s *post hoc* test; for necrotic area: *p = 2.45 × 10^−8^. Enzyme activities of PDHC (G) and LDH (H) in nuclear fractions (nPDHC and nLDH) of livers harvested 6 h after CD95-Ab injections in mice treated with garcinol (n = 5) or saline (n = 4). Means ± SDs are shown. ANOVA plus Tukey’s *post hoc* test: *p* = 0.11 for nPDHC; *p* = 0.1 for nLDH. Ab, antibody; A.U., arbitrary units; nLDH, nuclear lactate dehydrogenase; nPDHC, nuclear pyruvate dehydrogenase complex; NS, not statistically significant; TUNEL, terminal deoxynucleotidyl transferase dUTP nick end labeling. (This figure appears in colour on the web.)

### Inhibition of PDH and LDH improves cell viability and survival in acute liver failure

Following incubation with pro-apoptotic CD95-Ab, HeLa cells knocked down for PDHA1 or LDH-A showed reduced histone acetylation and improved cell viability (Fig. 4A–F). An improvement of cell viability was also observed in both HeLa and Hepa1-6 cells incubated with galloflavin that inhibits LDH^12^ (Fig. 4G–I, Fig. S7). The greater improvement of cell viability with galloflavin led us to hypothesize that galloflavin is also an inhibitor of PDHC. This hypothesis was supported by inhibition of PDHC activity in HeLa and Hepa1-6 cells following incubation with galloflavin (Fig. 5A and Fig. S8) and in livers of mice injected with 80 mg/kg of galloflavin (Fig. 5B). By docking galloflavin on E1 3D structure of the human PDHC (3exe), a binding site was found between the two tetramers of E1 (Fig. 5C–D). The binding energy of the best pose was −8.1 kcal/mol but other conformations ranging from −7.8 to −7.6 fitted the same binding site. When docked on the tetramer chains A-D no docking was observed. Three hydrogen bonds were observed between galloflavin and the E1 tetramer: two between Arg19 and Asp20 of chain D of one tetramer and Lys189 of chain H of the other tetramer (Fig. 5E). Galloflavin also has contacts with Pro184 and Ser188 on one side and Arg75 and Arg162 on the other side (Fig. S9). One of the four K^+^ ions that stabilize the structure is located near to this site.

**Fig. 4:**
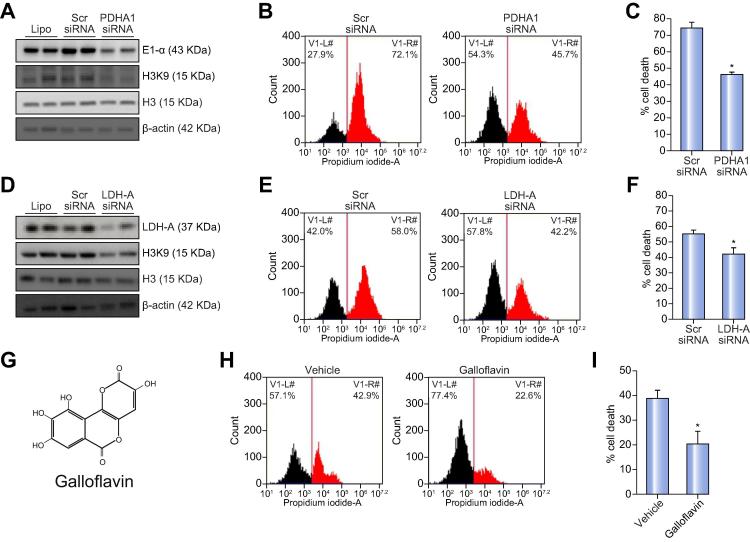
**Inhibition of PDHC and LDH improves cell viability.** (A) Western blotting for the E1α subunit of the PDHC and acetylated histone H3 (H3K9) of HeLa cells transfected with scrambled (scr) siRNA or anti-E1α siRNA (PDHA1 siRNA) before incubations with anti-human CD95-Ab (clone CH11). Histone H3 and β-actin were used as loading controls. (B) Flow cytometry histograms of cells positive (death cells, in red) or negative for propidium iodide (in black) following incubations with CD95-Ab. (C) Averages of the percentages of death cells after incubation with CD95-Ab in cells knock-down for E1α or in control cells transfected with scr siRNA (n = 5 for group). Likelihood ratio for generalized linear model: *p* = 2.2 × 10^−16^. (D) Western blotting for LDH-A and acetylated histone H3 (H3K9) of HeLa cells transfected with scr siRNA or anti-LDH-A siRNA before incubations with anti-human CD95-Ab (clone CH11). Histone H3 and β-actin were used as loading controls. (E) Flow cytometry histograms of cells positive (death cells, in red) or negative (in black) for propidium iodide following incubations with CD95-Ab. (F) Averages of the percentages of death cells after incubation with CD95-Ab in cells knock-down for LDH-A or in control cells transfected with scr siRNA (n = 5 for group). Likelihood ratio for generalized linear model: *p* = 8.9 × 10^−10^. (G) Chemical structure of galloflavin. (H) Flow cytometry histograms of cells positive (death cells, in red) or negative (in black) for propidium iodide following incubations with the CD95-Ab and galloflavin or vehicle (0.075% DMSO). (I) Averages of the percentages of death cells after incubation with CD95-Ab (clone CH11) in cells incubated with galloflavin or vehicle (n = 5 for group). Likelihood ratio for generalized linear model: *p* = 0.001. Ab, antibody; LDH, lactate dehydrogenase; PDHC, pyruvate dehydrogenase complex; scr siRNA, scrambled siRNA. (This figure appears in colour on the web.)

**Fig. 5:**
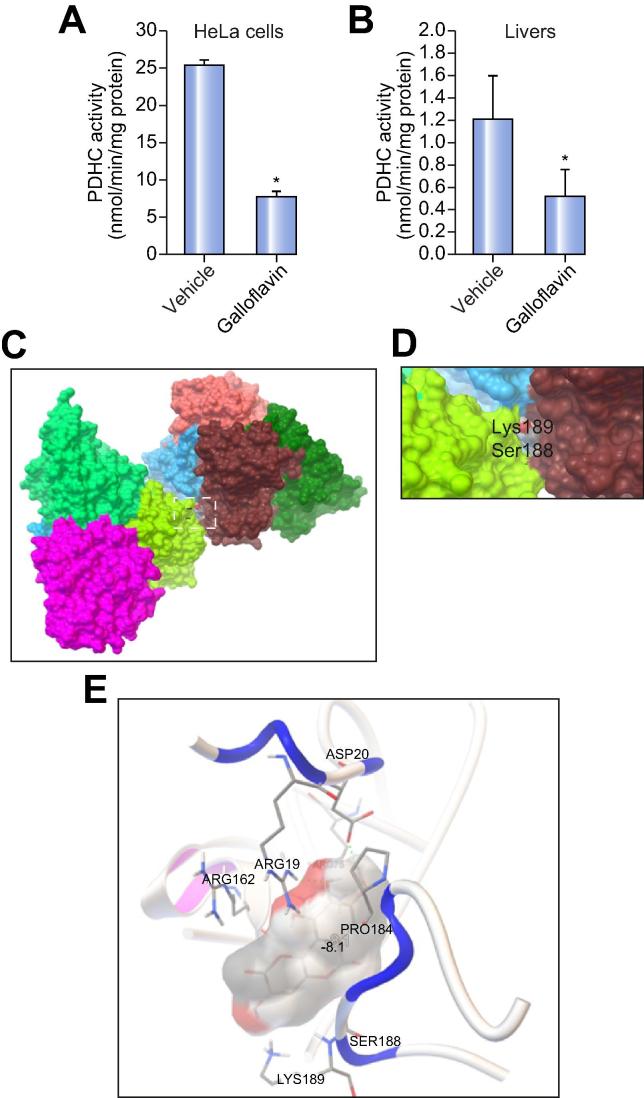
**Galloflavin inhibits PDHC.** (A) PDHC activity in HeLa cells incubated with 750 µM of galloflavin or vehicle (0.075% DMSO) for 6 h (n = 2; *t* test, *p* = 0.011). (B) PDHC activity in mouse livers harvested 6 h after the intraperitoneal injection of a dose of 80 mg/kg of galloflavin compared to vehicle (DMSO 40% in saline) (n = 4 per group; *t* test, *p* = 0.041). (C-D) Surface representation of octameric E1 subunit of the PDHC (3exe) with highlighted point of contact with galloflavin (inset). (E) Three hydrogen bonds were observed between galloflavin and Arg19 and Asp20 of chain D of one tetramer and Lys189 of chain H of the other E1 tetramer. PDHC, pyruvate dehydrogenase complex. (This figure appears in colour on the web.)

Next, we hypothesized that inhibition of nPDHC and nLDH reduces intra-nuclear acetyl-CoA and lactate resulting in reduced histone acetylation and improvement of acute liver failure. To investigate this hypothesis, at the time of CD95-Ab administration we started treatment of C57BL/6 mice with different doses of galloflavin to inhibit nPDHC and nLDH. Both acetyl-coA and lactate were reduced in nuclear fractions of livers of mice injected with galloflavin (Fig. 6A–B). Activities of nPDH and nLDH were both reduced after treatment with galloflavin (Fig. 6C–D) and this reduction was accompanied by increased nuclear HDAC activity (Fig. 6E) and decreased histone H3 acetylation (Fig. 6F–G). Reduced apoptosis and necrotic liver areas by TUNEL staining and H&E, respectively were observed in mice treated with galloflavin compared to vehicle-treated controls (Fig. 6H–J). Moreover, reduced hepatic expression of inflammatory cytokines *Tnf* and *Il6*[25], [26] were detected in galloflavin-injected mice compared to controls (Fig. 6K–L). Importantly, mice injected with galloflavin showed a dose-response increase of survival following CD95-Ab administration compared to saline-injected mice (Fig. 6M). At the higher dose of 80 mg/kg/day survival was 80% in mice treated with galloflavin compared to approximately 40% in vehicle-treated controls (Fig. 6M).

**Fig. 6:**
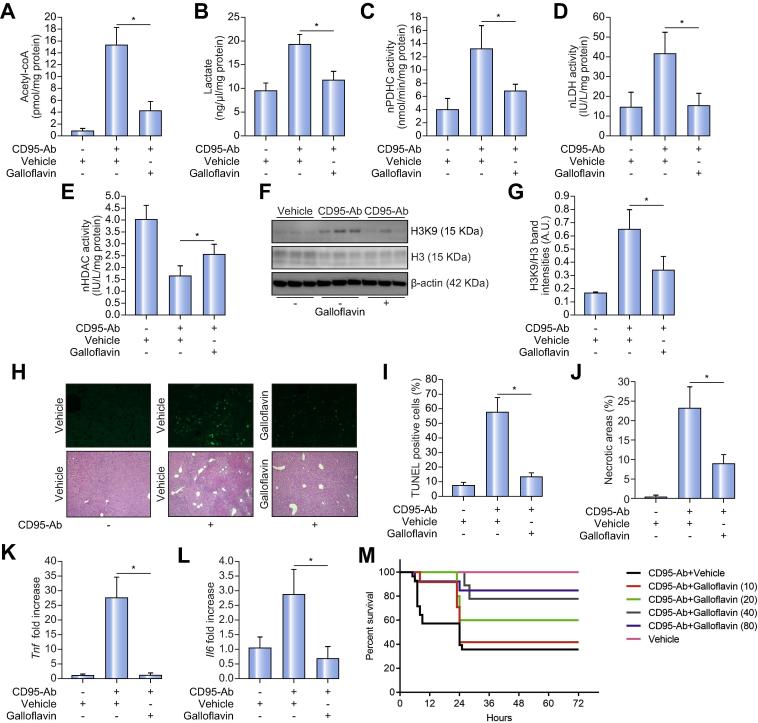
***In vivo* inhibition of PDHC and LDH reduces liver injury and increases survival in acute liver failure.** Concentrations of (A) acetyl-CoA and (B) lactate in nuclear fractions of livers of mice treated with 80 mg/kg/day of galloflavin (n = 4) compared to mice injected with vehicle (DMSO 40% in saline; n = 5). As controls, levels of the metabolites in nuclear fractions of livers of mice receiving only vehicle are shown (n = 4). Means ± SDs are shown. ANOVA plus Tukey’s *post hoc* test: *p = 0.00001 for nuclear acetyl-CoA; *p* = 0.0001 for nuclear lactate. Enzyme activity of (C) PDHC and (D) LDH in nuclear fractions of livers of mice treated with 80 mg/kg/day of galloflavin (n = 4) compared to mice injected with vehicle (n = 5). (E) HDAC activity in nuclear fractions of mice treated with galloflavin (n = 4) compared to controls injected with vehicle (n = 5). As controls, levels of enzyme activities in nuclear fractions of livers of mice receiving only vehicle are shown (n = 5). Means ± SDs are shown. ANOVA plus Tukey’s *post hoc* test: *p* = 0.0211 for nPDHC; *p* = 0.00131 for nLDH; *p* = 0.0416 for nHDAC. (F) Western blotting for histone H3 (H3) and acetylated histone H3 (H3K9) on livers of mice receiving 80 mg/kg/day of galloflavin or vehicle. β-actin was used as a loading control. (G) Densitometric quantifications of H3K9 over H3 from the Western blotting shown in F; *t* test; *p <0.05. (H) Representative TUNEL (upper panels) and H&E (lower panels) staining of livers of mice receiving 80 mg/kg/day galloflavin or vehicle. (I) Quantifications of TUNEL-positive cells and (J) necrotic areas on livers of at least three sections from each mouse (at least n = 4 mice per group). Means ± SDs are shown. Likelihood ratio test for generalized linear model: *p = 1.74 × 10^−5^. ANOVA plus Tukey’s *post hoc* test; for necrotic area: *p = 0.0571853. Expression levels of (K) *Tnf* and (L) *Il6* in livers of mice receiving 80 mg/kg/day galloflavin or vehicle (at least n = 3 per group). Means ± SDs are shown. ANOVA plus Tukey’s *post hoc* test: *p = 0.0000444 for *Tnf* and *p = 0.0026428 for *Il6*. All determinations in panels A to L were performed 6 h after CD95-Ab. (M) Kaplan-Meier survival curves of mice receiving increasing doses of galloflavin [10 mg/kg/day (n = 24; *p* = 0.1865), 20 mg/kg/day (n = 20; *p* = 0.0239), 40 mg/kg/day (n = 13; *p* = 0.0107), and 80 mg/kg/day (n = 10; *p* = 0.0173)] or vehicle. The numbers in parenthesis indicate the dose of galloflavin in mg/kg/day. Long-rank test *p* = 0.0067. Means ± SDs are shown. Ab, antibody; A.U., arbitrary units; nHDAC, nuclear histone deacetylase; nLDH, nuclear lactate dehydrogenase; nPDHC, nuclear pyruvate dehydrogenase complex; n.s, not significant; TUNEL, terminal deoxynucleotidyl transferase dUTP nick end labeling.

Reduced liver apoptosis and necrotic areas, and reduced hepatic expression of *Tnf* and *Il6* were also observed in galloflavin-treated mice with hepatic injury induced by α-amanitin or APAP (Fig. 7A–J).

**Fig. 7:**
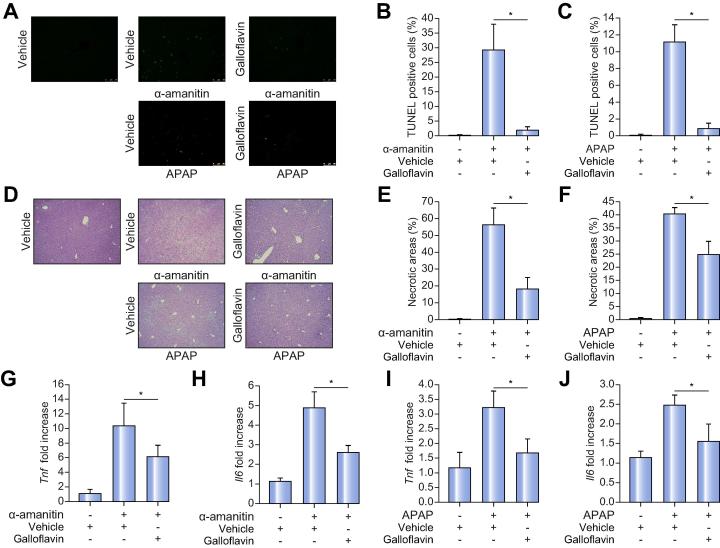
**Galloflavin reduces liver injury induced by α-amanitin or APAP.** Representative (A) TUNEL and (D) H&E staining of livers of mice receiving 80 mg/kg/day galloflavin or saline. Quantifications of (B-C) TUNEL-positive cells and (E-F) necrotic areas on livers of at least three sections from each mouse (at least n = 5 mice per group). Means ± SDs are shown. ANOVA plus Tukey’s *post hoc*; for TUNEL-positive cells: *p = 5.88 × 10^−5^ (α-amanitin) and *p* = 3.25 × 10^−6^ (APAP). For necrotic area: *p = 1.04 × 10^−5^ (α-amanitin) and *p* = 5.57 × 10^−7^ (APAP). Expression levels of (G) *Tnf* and (H) *Il6* in livers of mice receiving 80 mg/kg/day galloflavin or saline from the time of administration of α-amanitin or APAP (at least n = 5 per group). Means ± SDs are shown. ANOVA plus Tukey’s *post hoc* test: *p = 0.024 for *Tnf* and *p = 0.003 for *Il6*. All determinations in panels A to J were performed 6 h after the administration of α-amanitin or APAP. APAP, acetaminophen; TUNEL, terminal deoxynucleotidyl transferase dUTP nick end labeling. (This figure appears in colour on the web.)

## Discussion

Translocations of metabolic enzymes to the nucleus link metabolism to gene expression. In this study, we found nuclear translocations of PDHC and LDH in mice with liver injury induced by CD95-Ab, α-amanitin, and APAP. Hepatocytes are very sensitive to Fas-induced apoptosis and CD95-Ab results in rapid death in mice due to fulminant hepatitis, mimicking acute liver failure in humans.^14^ The increased levels of nPDHC and nLDH in livers were associated with higher levels of their products acetyl-CoA and lactate in nuclear fractions, marked increase in histone acetylation and changes in gene expression. Acetyl-CoA is a membrane impermeable and unstable metabolite required for histone acetylation. Increased nuclear lactate is known to have global effects on gene expression via inhibition of HDAC.^5^ Because changes in expression affected genes related to damage response with negative consequences on cell survival, we sought to inhibit nLDH and nPDHC activity in mice with acute liver failure. The reduced liver damage and increased survival of mice treated with the histone acetyltransferase inhibitor garcinol^24^ support the detrimental role of histone hyper-acetylation during acute liver failure.

The two isoforms LDH-A and LDH-B catalyze the same reaction, conversion of pyruvate to lactate at the end of glycolysis. LDH-A is expressed in the liver.^27^ 

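In the liver RNA-seq of this study, Ldha (ENSMUSG00000063229; GRCm38 chromosome 7, 46841475 to 46855627), which encodes the LDH-A subunit, was at 635 ± 94 CPM (SD, n = 5) in saline-injected mice. Ldhb (ENSMUSG00000030246; chromosome 6, 142490249 to 142507957) was at 1.17 ± 0.45 CPM (SD, n = 5) in the same livers. This is above the floor of 0.048 to 0.116 CPM that 3 counts give at their unadjusted totals. At 6 h after CD95-Ab, Ldha was at 981 ± 259 CPM (SD, n = 5). Its log2 fold change was 0.63 (standard error 0.19, FDR = 0.0192 from edgeR's quasi-likelihood test). Ldhb was at 1.37 ± 0.26 CPM (SD, n = 5), a change within the spread between mice (exact permutation test, p = 0.476). With the replicate number as a block, the log2 fold change of Ldha was 0.60 (FDR = 0.0427). The check of pairing by that number gave a mean correlation of deviations of 0.037. The log2 fold change of Ldha moved most when CD95-Ab replicate 3 was left out, to 0.51 (FDR = 0.0498). Ldha missed the FDR threshold in 2 of the 10 fits that each left out 1 mouse.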

Humans with a hereditary deficiency of the A or B LDH isoforms are free of symptoms, except for muscle rigidity and myoglobinuria following strenuous exercise.[28], [29] Therefore, inhibition of LDH-A by galloflavin is not expected to be toxic. Interestingly, we found that besides LDH inhibition, galloflavin also inhibits PDHC. In contrast to inherited LDH deficiency, PDHC deficiency is responsible for a severe disease in humans.^30^ Nevertheless, inhibition of PDHC by galloflavin does not appear to be complete, although it was sufficient to prevent the increase in activity induced by CD95-Ab. Moreover, toxicity data suggest that galloflavin has good tolerability and doses up to 400 mg/kg injected i.p. that are five times higher than the maximum dose used in this study, did not result in lethal effects in mice.^12^

The mechanism underlying nuclear translocation of metabolic enzymes remains largely unknown. Protein trafficking can be regulated by various proteins that bind and mediate translocation. PDHC translocation appears to involve Hsp70 because its inhibition decreases nuclear PDHC levels.^2^ However, mitochondria-derived vesicles (MDVs) have also been suggested as a mechanism of organelle communication within the cell.^31^ MDVs allow trafficking of mitochondrial proteins to lysosomes.^32^ However, whether they can transfer proteins to the nucleus has not been shown yet. Defining the mechanisms involved in metabolic enzyme nuclear translocation may lead to the development of specific translocation inhibitors with potential applications in acute liver failure.

Acute liver failure is characterized by a sudden and massive death of liver cells. The injured hepatocyte may itself aggravate and exacerbate liver injury by immune activation, often leading to a systemic inflammatory response syndrome that is the most common cause of death. Fas and TNF-α receptor activation are well-characterized processes leading to secretion of TNF-α that aggravates apoptosis^33^, and increased hepatic chemokines that recruit TNF-α-secreting neutrophils to the liver.^34^ Regardless of various etiologies, clinical evidence suggests that acute liver failure is generally associated with significant and uncontrolled activation of systemic inflammation, which may consequently lead to multiple organ failure and poor prognosis.[26], [35] In this study, we found that the pharmacological inhibition of LDH and PDHC by galloflavin reduced liver damage and apoptosis, decreased hepatic cytokine expression and improved survival.

Treatment of acute liver failure is currently based only on supportive measurements and there are no drugs that can change the natural history of the disease. Prior to transplantation most studies reported less than 15% survival in acute liver failure. In the Western world, liver transplantation has improved the chance of survival in patients with acute liver failure. Nevertheless, 20 to 50% of patients listed for liver transplantation die before an organ becomes available as a result of irreversible cerebral edema or sepsis with multi-organ failure.^26^ In contrast, in developing countries the mortality for acute liver failure remains extremely high.^36^ Our results imply that treatment with galloflavin increases resistance to acute liver injury and therefore, it could prolong the time until transplantation or even allow the endogenous regenerative capacity of the liver to rescue the organ. In conclusion, the results of this study suggest that nLDH and/or nPDHC are targets for therapy of patients with acute liver failure of different etiologies.

## Financial support

This work was supported by the European Research Council (IEMTx) and Fondazione Telethon Italy (TCBP37TELC and TCBMT3TELD) to N.B.-P.

## Conflict of interest

The authors declare no conflicts of interest that pertain to this work.

Please refer to the accompanying ICMJE disclosure forms for further details.

## Authors’ contributions

N.B.-P. conceived and designed the research; R.F. performed all the experiments; E.N. helped with the mouse experiments; R.d.C. performed bioinformatic analyses; A.C. performed statistical analyses; G.M. performed docking studies. R.F. and N.B.P. analyzed the data and interpreted the results of the experiments; N.B.-P. wrote the manuscript; R.F., E.N., R.d.C., A.C., G.M. and N.B.-P. approved the final version of the manuscript.

# Supplementary material for: Pyruvate dehydrogenase complex and lactate dehydrogenase are targets for therapy of acute liver failure
**Source:** J Hepatol. 2018 Aug;69(2):325–35. doi: 10.1016/j.jhep.2018.03.016
**Supplement:** Supplementary data 3

## Journal of Hepatology

### CTAT methods

#### 1.1 Antibodies

| Name                                                                                             | Supplier                 | Cat no.   | Clone no. |
|--------------------------------------------------------------------------------------------------|--------------------------|-----------|-----------|
| Histone H3 (acetyl-K9)                                                                           | Abcam                    | ab61231   |           |
| Ac-histone H4 (Lys 5)                                                                            | Santa Cruz Biotechnology | sc-34264  |           |
| Citrate synthetase                                                                               | Abcam                    | ab96600   |           |
| Glyceraldehyde-3-phosphate dehydrogenase                                                         | Santa Cruz Biotechnology | sc-32233  | 6c5       |
| Lactate Dehydrogenase A                                                                          | Abcam                    | ab52488   | EP1566Y   |
| Histone H3                                                                                       | Abcam                    | ab201456  | EPR17785  |
| Pyruvate Dehydrogenase E1- $\alpha$ subunit                                                      | Abcam                    | ab168379  | EPR11098  |
| B-actin                                                                                          | Novus Biologicals        | NB600-501 | AC-15     |
| Acetylated Lysine                                                                                | Abcam                    | ab190479  | RM101     |
| ECL Anti-Mouse IgG, Horseradish Peroxidase-Linked Species-Specific Whole Antibody (from sheep)   | GE Healthcare            | NA931     |           |
| ECL Anti-rabbit IgG, Horseradish Peroxidase-Linked Species-Specific Whole Antibody (from donkey) | GE Healthcare            | NA934     |           |
| Donkey anti-Rabbit IgG (H+L) Highly Cross-Adsorbed Secondary Antibody, Alexa Fluor 488           | Thermo Fisher Scientific | A-21206   |           |

#### 1.2 Cell lines

| Name    | Supplier                    | Cat no.        | Passage no.  | Authentication test method     |
|---------|-----------------------------|----------------|--------------|--------------------------------|
| Hepa1-6 | Available in the laboratory | Not applicable | Not recorded | Morphology check by microscope |
| HeLa    | Available in the laboratory | Not applicable | Not recorded | Morphology check by microscope |

#### 1.3 Organisms

| Name          | Supplier      | Strain   | Sex  | Age     |
|---------------|---------------|----------|------|---------|
| C57BL/6 mouse | Charles River | C57BL/6N | Male | 6 weeks |

#### 1.4 Sequence based reagents: Primers

| Name                  | Sequence                   | Supplier      |
|-----------------------|----------------------------|---------------|
| Tnf- $\alpha$ forward | 5'-ctgaacttcggggtgatcgg-3' | Sigma-Aldrich |

|                                 |                                                                        |                             |
|---------------------------------|------------------------------------------------------------------------|-----------------------------|
| Tnf- $\alpha$ reverse           | 5'-ggctgtgactcgaatttgaga-3'.                                           | Sigma-Aldrich               |
| Il-6 forward                    | 5'-ccggagaggagacttcacag-3';                                            | Sigma-Aldrich               |
| Il-6 reverse                    | 5'-cagaattgccattgcacaac-3'.                                            | Sigma-Aldrich               |
| $\beta$ 2-microglobulin forward | 5'-tggtgctgtctcactgacc-3'                                              | Sigma-Aldrich               |
| $\beta$ 2-microglobulin reverse | 5'-gtatgttcggcttccattc-3'.                                             | Sigma-Aldrich               |
| Pre-designed siRNA anti-PDHA1   | Sense:<br>ccagggccagauauucgaatt<br>Antisense:<br>uucgaauaucuggcccuggtt | Ambion by Life technologies |

### 1.5 Deposited data

| Name of repository | Identifier                                                                                        | Link                                                                                                        |
|--------------------|---------------------------------------------------------------------------------------------------|-------------------------------------------------------------------------------------------------------------|
| GSE 101822         | Whole-genome gene expression profiling by RNA-seq in CD95-Ab- and in control saline-injected mice | <a href="https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi">https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi</a> |

### 1.6 Software

| Software name                         | Manufacturer                                                   | Version                        |
|---------------------------------------|----------------------------------------------------------------|--------------------------------|
| Quantity One 1-D Analysis Software    | Biorad Laboratories                                            | Version 4.6.7                  |
| ImageJ software                       | NIH Image                                                      | Version 1.46.                  |
| SequestHT                             | Thermo Fisher Scientific                                       | Version 1.4.1.14               |
| Proteome Discoverer                   | Thermo Fisher Scientific                                       | Version 1.4                    |
| X!Tandem                              | The GPM, thegpm.org                                            | Version CYCLONE (2010.12.01.1) |
| Scaffold                              | Proteome Software Inc.                                         | Version 4.4.8                  |
| RSEM                                  | BMC Bioinformatics                                             | Version 1.2.19                 |
| DAVID online tool                     | Laboratory of Human Retrovirology and Immunoinformatics (LHRI) | Version 6.7                    |
| LightCycler 480 software              | Roche                                                          | Version 1.5                    |
| AutoDock Vina tool                    | The Scripps Research Institute                                 | Version 1.1.2                  |
| PyRx                                  | The Scripps Research Institute                                 | Version 0.8                    |
| PRODRG                                | GlycoBioChem.                                                  | Version 2                      |
| Phyton Molecular Viewer               | The Scripps Research Institute                                 | Version 1.5.6                  |
| GraphPad Prism                        | GraphPad Software                                              | Version 7                      |
| R packages "stats" and "MASS"         | CRAN                                                           |                                |
| ENCODE (Encyclopedia of DNA Elements) | National Human Genome Research Institute (NHGRI)               |                                |

### 1.7 Other (e.g. drugs, proteins, vectors etc.)

|                                                   |                                  |                |
|---------------------------------------------------|----------------------------------|----------------|
| Purified NA/LE Hamster Anti-Mouse CD95, clone Jo2 | BD Pharmigen                     | 554254         |
| Anti-Fas (human, activating), clone CH11          | Merckmillipore                   | 05-201         |
| $\alpha$ -amanitin from Amanita phalloides        | Sigma-Aldrich                    | A2263          |
| Acetaminophen                                     | Sigma-Aldrich                    | A7085          |
| Garcinol                                          | Enzo Life Science                | BML-GR343-0050 |
| Galloflavin                                       | Provided by Dr. Filippo Minutolo |                |

How the deposited data were processed for this re-analysis (not part of the article)

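Liver RNA of 10 male mice was analysed, 5 injected with saline and 5 with 0.5 µg/g of CD95-Ab, all at 6 h. The condition and replicate number of each mouse came from the sample labels, checked against the methods of the paper. The authors aligned the reads and assigned them to genes with RSEM version 1.2.19, and deposited for each mouse an expected count and an FPKM value per gene. The expected counts that the authors deposited are not normalized and are whole numbers, so no rounding was needed. The FPKM values that the authors deposited are scaled by RSEM for transcript length and for the total of each mouse, and no value given here comes from them. Reads that fit several genes were shared out by RSEM before the counts were made, so values of overlapping genes and of close paralogs depend on that step. The mouse annotation release used by the authors is not stated. Gene symbols, biotypes and positions were taken from GENCODE mouse release 21 (GRCm38) for the identifiers it holds, or from Table S1.

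The tables of the 10 mice were joined by Ensembl identifier, and the 870 genes of Table S1 were matched by the same identifier. Table S2 was matched through the symbols of Table S1. The regions of Table S2 were compared with gene positions with a margin of 3000 bp. Genes were kept by filterByExpr with its minimum count of 10, totals were scaled with TMM factors, and groups were compared with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3 with group as the only term. The standard error of a log2 fold change was derived from the F statistic of that test. DESeq2 1.42.0 and limma 3.58.1 were available in the same installation, and DESeq2 served as an alternative. Tables were summarised with Python 3.11.15, pandas 2.3.3 and scipy 1.17.1. CPM are counts scaled to a TMM-adjusted total of 1000000. Principal components were computed from log2 CPM with a prior count of 2, centred and not scaled. A single gene was compared between groups with an exact permutation test on the means of log2(CPM + 0.1), and comparisons across genes used 100000 resamples or Fisher's exact test. The smallest p that 5 mice against 5 can reach in the exact test is 0.00794. The percentage of genes in Table S2 carries a 95% Wilson interval.

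The code was tested on simulated counts drawn from the means and totals of the real mice, with 200 genes changed by a log2 fold change of 3. The test recovered 99% of them, and 3.9% of its calls were unchanged genes. The changed genes were few and well expressed. The simulation therefore does not cover genes with few counts, or data in which 47.3% of tested genes pass the FDR threshold. Depth was between 25965699 and 62097636 counts per mouse. At the lowest total, 3 counts correspond to 0.116 CPM before TMM scaling, which is about the precision at the low end of expression.

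The genes named are all those that the paper names or that stood on a list of damage genes, the 10 largest increases and 5 largest decreases among genes that separated all mice and had at least 10 counts in every mouse of the higher group, and the 5 cytokine or receptor genes of Table S2 with the largest increases. Genes of the marker gene lists are named as well, for the circadian clock, erythrocytes, neutrophils, sex, and small RNA and histone genes. Not every gene that meets these rules is given in the text. The alternatives were DESeq2, the likelihood ratio and exact tests of edgeR, other filters on low counts, other normalization factors, a larger prior count, other thresholds, the replicate number as a block and each mouse left out in turn. The second principal component as a covariate, and the comparison of cytokine families with all other tested genes, were added after seeing the data. Enrichment of KEGG pathways and gene ontology terms, the H3K9Ac peaks, Western blots, proteomics and survival were not analysed here, because no file for them was among those analysed.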

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

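The assignment of mice to groups, the tests, the rule for naming genes, the marker gene lists and the processing alternatives were fixed before the processed files arrived, but after Tables S1 and S2 had been read. Within each group of 5 mice, a mouse was picked out when its gap to the nearest other mouse was a large part of the range of the group, on a log2 scale for CPM, totals and percentages. This was tried for 82 sets of 5 values and picked out 5 values in 4 mice, where 4.1 values are expected by chance, so the 5 by themselves carry little weight.

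Tnf was at 7.75 CPM in CD95-Ab replicate 4, and the median of that group was 2.59 CPM. Without that mouse the log2 fold change of Tnf was 5.10, so the increase did not rest on it. Ldhb was at 0.415 CPM in saline replicate 2, where the group median was 1.31 CPM. No explanation was tested for either gene.

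The 10 most abundant genes took 30.6% of the counts of saline replicate 5 (group median 22.0%), and mitochondrial genes took 21.9% of them (group median 9.67%). CD95-Ab replicate 4 had 22.1% mitochondrial counts. These are also the mice that lie apart on the second principal component. A few abundant genes taking the counts could lower all other values of a mouse. Without the 50 genes with the most counts 884 genes were upregulated, compared with 904. The totals were already scaled with TMM factors, which discount abundant genes. Leaving these genes out could therefore hardly move the count, and it does not decide on composition. The total of CD95-Ab replicate 5 was 44962196 counts (group median 29180879). With every mouse thinned to the smallest total, 859 genes were upregulated, so unequal depth does not account for the count of 904. Both predictions were written before these results were seen. No biological explanation was tested for the composition of single mice.

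Rn7sk, which Table S1 lists and the text of the paper does not discuss, had a log2 fold change of 10.96, the largest of the named genes. Rn7sk RNA is not polyadenylated. A candidate explanation is a difference between the groups in RNA quality or in the selection of polyadenylated RNA. In that case the whole class of small RNA and replication-dependent histone genes would rise. Of 36 tested genes of this class, 28 were higher after CD95-Ab, and the median log2 fold change was 3.67. An FDR of 0.05 or less was found for 27 genes, of which 25 were higher and the others lower. A log2 fold change of 2 or more with that FDR was found for 23. Most of the class therefore rose, but not all of it. The prediction was written after the increase of Rn7sk was seen. The increase cannot be told apart from a difference in RNA quality or library preparation. Degradation of RNA in dying cells is a biological route to the same pattern, and the files give no RNA integrity values to separate it from handling.

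Hbb-bs had a log2 fold change of 6.83 and rose from 46.7 ± 28.3 to 5325 ± 5267 CPM (SD, n = 5 mice each). The haemoglobin genes have near-identical copies, so the split of reads between them is uncertain. Blood in the tissue is a candidate source. All 6 listed erythrocyte genes were then predicted to have log2 fold changes above 1, and the lowest, that of Alas2, was 1.28 (higher in 4 of 5 mice than the saline maximum). The prediction was written after the haemoglobin values were seen. The pattern may come from bleeding within the injured liver or from the way the livers were drained of blood, and the files cannot separate these.

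S100a8 had a log2 fold change of 6.44 and was higher in every mouse injected with CD95-Ab than in every control. A candidate source is more neutrophil RNA in the tissue. All 8 of the 8 listed neutrophil genes had an FDR of 0.05 or less and a log2 fold change above 1, a prediction written after S100a8 was seen. Of 6 listed macrophage genes, 1 had an FDR of 0.05 or less. More neutrophil RNA could come from cells entering the liver or from neutrophils in retained blood, and induction of these genes in other liver cells was not tested. Some of the upregulated genes may therefore reflect a change in cell composition, as a hypothesis.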

How the results depend on the processing

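The number of differentially expressed genes, the counts of Table S1 upregulated and of Table S2 genes past the thresholds, the cytokine and receptor genes past the thresholds, the odds ratio of those families against all other tested genes and the separation by the first principal component kept their direction and side of the threshold, or stayed within 1.5 times, under every alternative. That odds ratio depends only on which genes are tested, so other tests, normalization factors, prior counts and the block could not change it. It could move only with the low-count filters (8.24 to 9.62) and the fits that left out 1 mouse (7.52 to 7.88). No headline result reversed.

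The log2 fold change threshold moved the numbers of upregulated and downregulated genes most, and filters on low counts came next. With no filter there were 1374 upregulated and 277 downregulated genes, and 31.4% of the upregulated genes were in Table S2. With at least 10 counts in every mouse there were 534 and 68, with 70.0% in Table S2 and 63 downregulated genes of Table S1 past the thresholds. Under that filter the log2 fold change of Table S2 genes relative to the remaining Table S1 genes differed by -0.103 (permutation test, p = 0.178), and their saline expression by 0.350 (permutation test, p = 0.0993). With CPM of at least 1 in at least 5 mice, the percentage in Table S2 was 61.1%. A filter that asks for counts in every mouse removes genes that are silent in saline-injected livers, which have the largest fold changes and are less often in Table S2, and this could account for the smaller contrasts. With a log2 fold change threshold of 1 there were 2144 upregulated and 949 downregulated genes.

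Across the 10 fits that each left out 1 mouse, the percentage of upregulated genes in Table S2 ranged from 43.2% to 48.7%, where the smaller group lowers the number of mice in which the filter asks for counts and could admit more genes with few counts. The odds ratio of the cytokine families in Table S2 against the remaining Table S1 genes ranged from 0.533 to 0.586 in these fits, with p under 0.05 in 3 of them. Like every alternative, they use only the genes past both thresholds, whereas the main value of 0.587 uses all of Table S1. On that smaller gene set, a comparison added after seeing the data, the fit of all mice gave 0.556 (Fisher's exact test, p = 0.0617), so part of the distance from 0.587 comes from the gene set and not from the mouse left out. Among single named genes, 13 of 520 rows that left out 1 mouse changed: 9 were weaker, of which 7 were Cyp2b9 and 2 Ldha, 1 was stronger, that of Per1 (0.880, FDR = 0.0274) without saline replicate 5, and 3 reversed. The reversed rows were all of Per2, which had no detectable change in any fit. Its log2 fold change ranged from -0.460 to 0.536 across these fits compared with 0.110 in the main fit. Of the other settings, 3 were weaker, all of Cyp2b9 (with DESeq2 and the likelihood ratio and exact tests of edgeR), and 1 was stronger, that of Cs with library size only (-0.384, FDR = 0.0334).

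With the second principal component as a covariate, chosen after seeing the data, 7674 genes were differentially expressed, 908 were upregulated and 152 downregulated. With the replicate number as a block, taken from the labels, these were 5987, 924 and 155. Expected counts that were not rounded, listed as an alternative beforehand, were not run, because the files hold whole numbers. Depth limits the fold changes of genes with few counts in saline-injected mice: with a prior count of 2, the log2 fold change of Lif was 7.31 compared with 9.23, and that of Fgf23 was 6.42 compared with 10.40.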

Differences from the paper's values

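For 7 of the genes named here that Table S1 lists, the log2 fold change differed from the paper's by more than its standard error. Each alternative was compared with the paper's value by the standard error of that alternative's own fit. That of Gm14288 was -5.73, and the paper's value is -6.49. Among the alternatives set before the files arrived, DESeq2 (-5.77), library size only (-5.82), and the fits without CD95-Ab replicate 1 or 2 or saline replicate 1, 2 or 5 came within the error of the paper's value, and the remaining alternatives did not. That of Dbp was -3.80 (the paper's value is -5.06) and that of Tef -2.35 (the paper's value is -2.93). For both, only the replicate block (-4.66 and -2.67) and the fit without CD95-Ab replicate 1 (-5.49 and -3.09) came within the error. That of Per3 was -3.16 (the paper's value is -4.34), and only the fit without CD95-Ab replicate 1 (-4.55) came within its own error. With the replicate block it was -3.79 (standard error 0.52), a gap larger than that error but smaller than the standard error of the main fit (0.65). That of Ngp was 5.47 (the paper's value is 4.45). The prior count of 2 (4.95), the replicate block (4.72) and the fits without CD95-Ab replicate 3 (4.18) or without saline replicate 3, 4 or 5 came within the error, and the remaining alternatives did not. With library size only it was 5.31 (standard error 0.85), which is within the standard error of the main fit (0.90) but not its own. That of Cyp2b9 was -3.09 (the paper's value is -6.47), and only the fit without CD95-Ab replicate 3 (-6.97) came within the error. That of Hist1h4n was 7.60 (the paper's value is 8.92), and none of the alternatives set before the files arrived closed the gap to within the error. Across the 10 fits that each left out 1 mouse it ranged from 7.19 to 9.98, so some fell short of the paper's value and the highest passed it. Among saline-injected mice only replicate 1 had counts of Hist1h4n, which were 3.

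Of all 870 genes of Table S1, 38 differed by more than the standard error and 14 by more than 1 on the log2 scale, and the median absolute difference was 0.068. The counts of genes differed by less than 1.5 times. There were 6495 differentially expressed genes (the paper's number is 6074), 904 upregulated genes (the paper's number is 751) and 152 downregulated genes (Table S1 lists fewer). Of the upregulated genes, 49.2% were in Table S2 (the paper's value is 62%). Table S2 holds only genes of Table S1, so the 201 upregulated genes not in Table S1 could not count as overlapping. These percentages are therefore not directly comparable. The closest counts came from several settings. Without saline replicate 2 there were 6064 differentially expressed genes. With CPM of at least 1 in at least 5 mice there were 732 upregulated genes, of which 61.1% were in Table S2. That setting also gave 5834 differentially expressed and 106 downregulated genes, which were not the closest of their kind. The number of downregulated genes closest to that of Table S1 was 127, with a prior count of 2.

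Table S1 does not list Il6, Sprr1a, Gm26083, Snora81, Gm10719 or Gm10804 among its changed genes, whereas all 6 passed both thresholds here. Il6 rose from 0.084 ± 0.080 to 1.31 ± 0.73 CPM (SD, n = 5 mice each), a log2 fold change of 3.80 (FDR = 4.47e-04 from edgeR's quasi-likelihood test). Of the upregulated genes of Table S1, 48 did not pass both thresholds here.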

Other observations

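The counts of genes were compared with those of other splits of the same 10 mice. Of 100 splits into groups of 5, drawn from all possible splits and with the real split included, only 1, the real split, gave as many differentially expressed genes. The same held, with 1 of 100 splits each, for upregulated genes, downregulated genes, the upregulated and the downregulated genes of Table S1, the genes of Table S2 and the cytokine and receptor genes. The other splits gave at most 0 genes in each case. This is a weak test here. Any other split mixes the injected and control mice, so the large difference between them enters the spread within groups, and the genes of Tables S1 and S2 were chosen by the paper because they differ in the real split. The counts of splits are therefore not offered as evidence for the lists. Across tested genes, the log2 fold change had a Spearman correlation of -0.060 with the GC content of transcripts and of 0.053 with their length, below the 0.3 set beforehand (genes are not independent replicates). GC content was known for 98.96% of tested genes. These predictions were written before the results were seen. A batch that coincides with the groups was not tested, since no batch is recorded, so a biological effect of CD95-Ab on the counts of genes remains a hypothesis to that extent.

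Genes of Table S2 were expressed more in saline-injected livers than the remaining upregulated genes of Table S1, by 1.55 in median log2 CPM (permutation test across genes, p = 1e-05, the smallest that 100000 resamples give). This was predicted before the result was seen, from the hypothesis that overlap with H3K9Ac in untreated liver follows expression that is already present there. Genes of Table S2 also changed less, by -0.56 in median log2 fold change. Among genes matched on saline expression in 10 bins this difference was -0.174, under the 0.5 set beforehand, so most of it may follow from saline expression. As a hypothesis, the H3K9Ac overlap could reflect how active a gene is before the injection rather than how strongly it is induced. H3K9Ac after CD95-Ab was not in the files analysed here. The contrast in saline expression fell to 0.350 among genes with at least 10 counts in every mouse.

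The cytokine and receptor families were not more frequent among upregulated genes with H3K9Ac than among those without. The odds ratio was 0.587 (Fisher's exact test, p = 0.0899) over all upregulated genes of Table S1. Over those past both thresholds here it was 0.556 (Fisher's exact test, p = 0.0617), with 24 genes on each side, and the prediction of an odds ratio above 1 was written after the lists had been seen. The enrichment of these families among the 467 genes was therefore not specific to them within the upregulated genes, as far as families named by symbol can show.

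Several genes driven by the circadian clock with a peak in the evening were lower after CD95-Ab. Of 10 listed genes, 6 were lower with an FDR of 0.05 or less, including Dbp (log2 fold change -3.80), Tef (-2.35), Hlf (-2.14), Per3 (-3.16) and Usp2 (-2.62). Each of these named genes was lower in every mouse injected with CD95-Ab than in every control. A time of death differing between the groups could give this pattern. It was predicted, after the decrease was seen, that at least 4 of the 5 listed genes of the opposite phase would then be higher with an FDR of 0.05 or less. All 5 had a positive log2 fold change and 3 met the FDR, so the threshold was missed by 1 gene and time of death differing between the groups is not excluded. CD95-Ab replicate 1 was intermediate, with Dbp at 19.1 CPM while the other 4 mice of its group had at most 2.47 CPM. Nr1d1, Per1 and Per2 showed no detectable change (FDR from 0.273 to 0.871 from edgeR's quasi-likelihood test), although Per1 passed an FDR of 0.05 without saline replicate 5.

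Of 5 tested genes known for higher expression in female liver, 4 were lower after CD95-Ab with an FDR of 0.05 or less, among them Cyp2a4 (log2 fold change -5.82) and Cyp17a1 (-2.07). A mislabelled sex of a mouse could contribute to such a pattern. The lowest sum of the Y chromosome genes in a mouse was 109 CPM and the highest Xist value 0.308 CPM, so every library was that of a male, as predicted beforehand if sex was not the reason. Of 5 genes with higher expression in male liver, 1 was lower with an FDR of 0.05 or less. With the replicate number as a block 2 were, so this count depends on the use of the block. Mup20, of the same male list, was instead higher in every mouse injected with CD95-Ab than in every control. Its log2 fold change was 0.86 (FDR = 0.00789 from edgeR's quasi-likelihood test). The count of female genes was 4 in both fits, but it includes Cyp2b9 (FDR = 0.0399 in the main fit). Cyp2b9 missed the FDR threshold in 7 of the 10 fits that each left out 1 mouse. It also missed it with DESeq2 and with the likelihood ratio and exact tests of edgeR. Cyp2a4 varied from 16.2 to 206 CPM between saline-injected mice. No other explanation was tested.

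On the second principal component, with 9.8% of the variance, saline replicate 5 and CD95-Ab replicate 4 lay apart from the other mice, and their deviations from the group means had a correlation of 0.507. Candidate explanations written after this was seen were GC content, transcript length and the mitochondrial share of counts. The loadings had a Spearman correlation of 0.214 with GC content and -0.228 with length, under the 0.3 set for either. Leaving out the 37 mitochondrial genes gave 9.78% of the variance, but so few genes can hardly move the component, and this does not test the mitochondrial share. The component was correlated with the mitochondrial percentage of counts over the 10 mice (Pearson r = 0.900, permutation p = 0.00133, adjusted 0.00266; Spearman rho = 0.818, permutation p = 0.00589, adjusted 0.00589; 2 coefficients adjusted by the Benjamini-Hochberg method). This test was added after both had been seen. Within the 5 saline-injected mice Pearson's r was 0.973 (exact permutation p = 0.0167), and within the 5 mice injected with CD95-Ab 0.933 (exact permutation p = 0.00833). Without saline replicate 5 and CD95-Ab replicate 4, the mice farthest from the median, r was 0.627 (exact permutation p = 0.0946), so the relation rests largely on these mice. A difference between mice that also changes the mitochondrial share of counts, such as in RNA quality, may lie behind the component, as a hypothesis. A batch that is not recorded is also not excluded, and the groups did not differ on this component.

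The Western blots of the paper used β-actin as 1 of several loading controls, beside histone H3 and GAPDH. Acetylated H3 was quantified relative to H3. The mRNA of β-actin was not constant. Actb rose from 435 ± 97 to 1696 ± 286 CPM (SD, n = 5 mice each), a log2 fold change of 1.96 (standard error 0.20, FDR = 1.31e-05 from edgeR's quasi-likelihood test). B2m was at 1470 ± 294 and 1590 ± 223 CPM (SD, n = 5 mice each; exact permutation test, p = 0.437), and Gapdh at 1391 ± 472 and 1091 ± 231 CPM (SD, n = 5 mice each; exact permutation test, p = 0.246). Pdha1 was at 88.5 ± 14.3 and 80.4 ± 6.9 CPM (SD, n = 5 mice each; exact permutation test, p = 0.349), and Cs at 102 ± 21 and 81.8 ± 10.0 CPM (SD, n = 5 mice each; exact permutation test, p = 0.0873). Fas, the receptor of the antibody, rose from 13.5 ± 1.6 to 34.9 ± 5.9 CPM (SD, n = 5 mice each), a log2 fold change of 1.37 (standard error 0.14, FDR = 1.21e-05). These are values of mRNA and do not measure the proteins.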
